# Physiological Responses to Swimming-Induced Exercise in the Adult Zebrafish Regenerating Heart

**DOI:** 10.3389/fphys.2018.01362

**Published:** 2018-10-01

**Authors:** Mireia Rovira, Daniel M. Borràs, Inês J. Marques, Carolina Puig, Josep V. Planas

**Keywords:** swimming, exercise, heart, regeneration, cardiomyocyte, proliferation, zebrafish

## Abstract

Exercise promotes a set of physiological responses known to provide long-term health benefits and it can play an important role in cardioprotection. In the present study, we examined cardiac responses to exercise training in the adult zebrafish and in the context of cardiac regeneration. We found that swimming-induced exercise increased cardiomyocyte proliferation and that this response was also found under regenerating conditions, when exercise was performed either prior to and after ventricular cryoinjury (CI). Exercise prior to CI resulted in a mild improvement in cardiac function and lesion recovery over the non-exercise condition. Transcriptomic profiling of regenerating ventricles in cryoinjured fish subjected to exercise identified genes possibly involved in the cardioprotective effects of exercise and that could represent potential targets for heart regeneration strategies. Taken together, our results suggest that exercise constitutes a physiological stimulus that may help promote cardiomyogenic mechanisms of the vertebrate heart through the induction of cardiomyocyte proliferation. The zebrafish exercise model may be useful for investigating the potential cardioprotective effects of exercise in teleost fish and to contribute to further identify and develop novel avenues in basic research to promote heart regeneration.

## Introduction

Regular exercise initiates cardiovascular and respiratory changes in order to supply and deliver oxygen and nutrients to the working muscles and other tissues. Apart from the acute cardiac responses that are put in place to meet the increased energetic demands, exercise training provides a set of physiological responses suggested to be cardioprotective on the heart or the cardiovascular system. Cardiac growth, improved myocardial contractility and increased coronary blood flow, reduced myocardial infarction in diseased hearts, cardiomyocyte renewal and, as recently reported, increased cardiomyogenesis, are some of the reported effects of exercise in the mammalian heart (Duncker and Bache, 2008; Lavie et al., 2015; Platt et al., 2015; Vujic et al., 2018). It is well-known that regular exercise is associated with reduced risk of mortality and prevalence of chronic diseases, especially those that compromise the cardiovascular system (Booth et al., 2012; Lee et al., 2012) and, therefore, there is a growing interest in elucidating the mechanisms driving exercise-induced cardioprotection in health and disease.

Among vertebrates, teleost fish hearts show a remarkable plasticity in response to environmental or physiological stressors, such as temperature, hypoxia, sexual maturation, diet, fish farming and exercise (Gamperl, 2004). In teleost fish, cardiovascular responses to exercise have been reported, such as changes in cardiac output, oxygen extraction efficiency, hematocrit, capillarization or cardiac growth (Davison, 1997; Gamperl, 2004; Jean et al., 2012). Similar to mammals, exercise-induced physiological responses in teleost fish may depend on the training intensity and duration and species analyzed, including fish species of commercial interest in view of the cardiac abnormalities reported in farmed fish (Poppe et al., 2009).

Among the fish species investigated, the zebrafish has received increased attention as a vertebrate model in the field of exercise physiology (Pelster et al., 2003; van der Meulen et al., 2006; LeMoine et al., 2010; Palstra et al., 2014; Rovira et al., 2017). Moreover, the zebrafish is currently a valuable complement to mammalian models in regenerative medicine. In contrast to mammals, adult zebrafish cardiomyocytes have the capacity to proliferate in response to a cardiac injury, contributing to the regeneration of the heart and its functional restoration (Foglia and Poss, 2016). While the mechanisms or factors involved in adult heart regeneration in zebrafish are being intensively studied, swimming tests have only been performed to evaluate the extent of cardiac injury on swimming performance (Wang et al., 2011; Gemberling et al., 2015) and the possible cardioprotective effects of exercise on heart regeneration in this species have not been investigated to date. Our group has previously demonstrated remarkable physiological responses in the adult zebrafish skeletal muscle under sustained aerobic exercise conditions (Palstra et al., 2014; Rovira et al., 2017) and, therefore, considering the reported plasticity of the teleost heart and specifically of the zebrafish heart, in this study we aimed to investigate the physiological effects of swimming-induced exercise in the healthy adult zebrafish heart as well as during regeneration after a cardiac injury. By subjecting adult zebrafish to the same swimming-induced exercise conditions previously established in our laboratory (Palstra et al., 2010), we found that exercise alone stimulates cardiomyocyte proliferation and that this response is maintained under cardiac injury. Furthermore, we identified genes that are induced or supressed in response to exercise in the lesioned heart that could contribute to the cardioprotective effects of exercise and that could represent potential targets for future cardiac regeneration studies. Our results suggest that exercise is a physiological stimulus that may induce cardioprotection in teleost fishes and contribute to the cardiac regenerative process in adult zebrafish through the induction of cardiomyocyte proliferation.

## Results

### Swimming-induced exercise effects on cell proliferation and cardiac function

To investigate the cardiac responses to swimming-induced exercise in adult zebrafish, we first examined whether swimming-induced exercise could lead to a hypertrophic cardiac response, as shown in mammals (Maillet et al., 2013) and other fish species (Davison, 1997; Jean et al., 2012). Morphometric analyses of the ventricular myocardium (Supplementary Figures S1A,B) revealed a significant increase in ventricular area when normalized by body weight (*P* = 0.026) in exercised zebrafish (Supplementary Figure S1H) but no significant changes were detected for other ventricular or cortical area measurements in response to swimming-induced exercise (Supplementary Figures S1C–G,I). Given that an increase in muscle mass in mammals is associated, at least in part, with increased protein synthesis (Goodman et al., 2011), we measured the activity of mTOR and the activity and phosphorylation status, respectively, of two downstream targets, p70S6K and 4E-BP1, in individual ventricles from exercised and non-exercised zebrafish. mTOR activity levels significantly increased in exercised over non-exercised fish (*P* = 0.017), but no significant changes were observed in p70S6K and 4E-BP1 activity or phosphorylation status, respectively (Supplementary Figures S1J,K). In addition, protein expression levels of myocyte enhancer factor 2 (Mef2), an essential transcription factor for cardiomyocyte differentiation (Hinits et al., 2012) that has been also linked to pathological hypertrophy (Kim et al., 2008), remained unchanged (Supplementary Figures S1J,K). We also examined the mRNA expression levels and localization of *nppa* and *postnb*, known markers for cardiac stress and fibrosis, respectively (González-Rosa et al., 2014; Ito et al., 2014), and no differences were found between exercised and non-exercised zebrafish indicating the absence of cardiac damage as a result of exercise training (Supplementary Figure S2). Therefore, our results suggest that the swimming-induced exercise training protocol applied did not result in a clear hypertrophic response nor in cardiac damage.

Next, we investigated whether swimming-induced exercise caused a hyperplastic response in the adult zebrafish heart ventricle. We performed *in vivo* labeling with EdU followed by immunofluorescent detection of the cardiomyocyte-specific MEF2 protein to identify proliferating cardiomyocytes and measured the cardiomyocyte proliferation index (Figures 1A–F). Our results show a significant increase in the number of proliferating cardiomyocytes (EdU^+^/MEF2^+^) in ventricles from exercised over non-exercised zebrafish (*P* = 0.026; Figure 1G). In contrast, swimming did not affect the proliferation of non-cardiomyocyte cells (EdU^+^/MEF2^−^; Figure 1H). Consistent with the observed increase in cardiomyocyte proliferation, the activity of p38 mitogen activated protein kinase (p38-MAPK), an inducer of cell cycle arrest and promoter of differentiation that negatively regulates cardiomyocyte proliferation (Engel et al., 2005), was significantly decreased in exercised zebrafish ventricles (*P* = 0.02; Figures 1I,J). Analysis of protein expression levels in individual zebrafish ventricles of proliferating cell nuclear antigen (Pcna) and phospho-histone 3 (Ph3), two distinct proliferative cell cycle markers, revealed no differences between exercised and non-exercised fish (Supplementary Figure S3), likely because of the low proliferative index in the (uninjured) ventricles. Furthermore, the ventricular mRNA levels of neuroregulin1 (*nrg1*) and of two isoforms of the hypoxia-inducible factor 1 alpha (*hif1aa and hif1ab*), factors involved in cardiomyocyte proliferation in zebrafish (Jopling et al., 2012a; Gemberling et al., 2015), were not significantly altered in response to exercise (Supplementary Figure S2A). These results suggest that exercise may promote a small but significant level of cardiomyocyte proliferation in the adult zebrafish heart.

**Figure 1:**
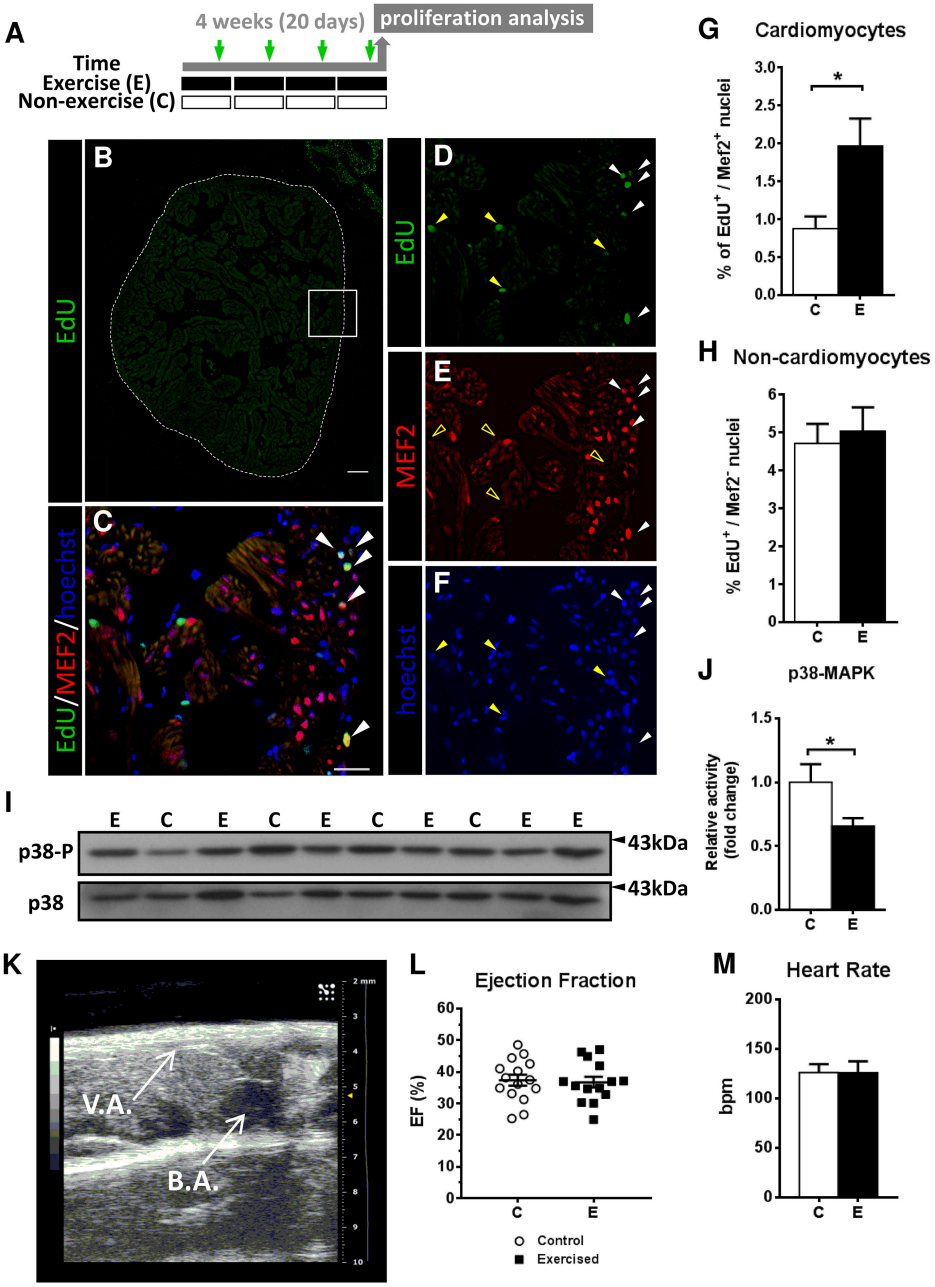
Evaluation of cardiomyocyte proliferation and cardiac function by 2D-echochardiography in response to swimming-induced exercise. **(A)** Schematic representation of the experimental design. Fish were induced to swim for a total of 20 days and injected with EdU (green arrows). **(B–F)** Representative section stained by EdU (green), Mef2c (red) and nuclei staining with Hoechst (blue). **(B)** Image of a whole ventricle section (dotted lines) labeled with EdU. Scale bar represents 100 μm. Higher magnification views of the framed area in **(B)**: **(C)** merged image from **(D–F)**. White arrowheads indicate EdU^+^-MEF2c^+^ cardiomyocyte nuclei. Yellow arrowheads indicate EdU^+^-MEF2c^−^ non-cardiomyocyte nuclei, as shown by the absence of MEF2c staining in (E) (open yellow arrowheads). Scale bar represents 10 μm. **(G)** There is a significant increase in the percentage of proliferative cardiomyocytes after exercise (*P* = 0.026). **(H)** Percentage of non-cardiomyocyte proliferative nuclei. Exercised (E, *n* = 6) and Control (C, *n* = 6) groups. **(I)** Representative SDS-PAGE of p38 MAPK as a cell differentiation/growth marker. **(J)** Quantification by densitometry of p38 MAPK activity as the ratio between phosphorylated p38 MAPK relative to total p38 MAPK (*P* = 0.020). Full-length blots are presented in Supplementary Figure S4. Data is expressed as fold change relative to the control group. Exercised (E, *n* = 12), Control (C, *n* = 6). **(K)** 2D echochardiography image of an adult zebrafish positioned ventrally (left side–caudal, right side–rostral) showing the ventricle apex (V.A.) and the bulbus arteriosus (B.A.). Atrium is not shown as is not easily visible. **(L)** Ejection fraction (%) parameter was measured to assess pumping ability of the ventricles. No significant differences were found. **(M)** Heart Rate (bpm, beats per min) was not altered between groups. Exercised (E, *n* = 13), Control (C, *n* = 15). *P < 0.05 (Mann-Whitney and Student's unpaired *t*-test). Bars represent the mean ± SEM.

In order to investigate the potential functional consequences of swimming-induced exercise on cardiac function, we also measured ventricle ejection fraction (EF) and basal heart rate by 2D-echocardiography at the termination of the exercise training period (Figure 1K). However, no significant differences between exercised and non-exercised zebrafish were observed in EF (36.74 vs. 37.35%, respectively) or heart rate (126.1 and 125.8 bmps, respectively; Figures 1L,M).

Overall, these results indicate that swimming-induced exercise resulted in an increase in cardiomyocyte proliferation in the absence of significant changes in ventricular hypertrophy and cardiac function under the present exercise training conditions. In view of these results, we next investigated the effects of swimming-induced exercise on heart regeneration in response to cryoinjury using two experimental approaches: (1) exercise prior to ventricular cryoinjury and (2) exercise after ventricular cryoinjury.

### Effects of swimming-induced exercise prior to ventricular cryoinjury on heart regeneration

We first investigated the influence of swimming-induced exercise prior to ventricular cryoinjury on cardiac function in a longitudinal study. After four weeks of swimming-induced exercise, we analyzed cardiac function by 2-D echocardiography in control and previously exercised animals at 0 (or basal, after exercise or resting), 7 and 28 days post-injury (dpi; Figure 2A). At 7 dpi, a significant decrease in ejection fraction (EF) in exercised (*P* = 0.0023) and non-exercised (*P* = 0.0005) fish was observed with respect to pre-injury (basal) values (Figure 2B), and although exercised fish showed slightly higher EF values than non-exercised fish when compared to their respective basal levels, the difference was not significant. At 28 dpi, EF values from exercised and non-exercised fish were not significantly different from pre-injury EF values, suggesting that cardiac function was restored in both groups, although again the difference with respect to basal levels was slightly lower in exercised (*P* = 0.0835) than in non-exercised fish (*P* = 0.0526) but without reaching statistical significance. Furthermore, exercised fish showed a significantly higher increase in EF (*P* = 0.029) between 7 and 28 dpi in contrast to non-exercised fish (*P* = 0.054; Figure 2B). Overall, these results suggest that swimming-induced exercise prior to ventricular cryoinjury may have resulted in a slight improvement in cardiac function during the process of regeneration.

**Figure 2:**
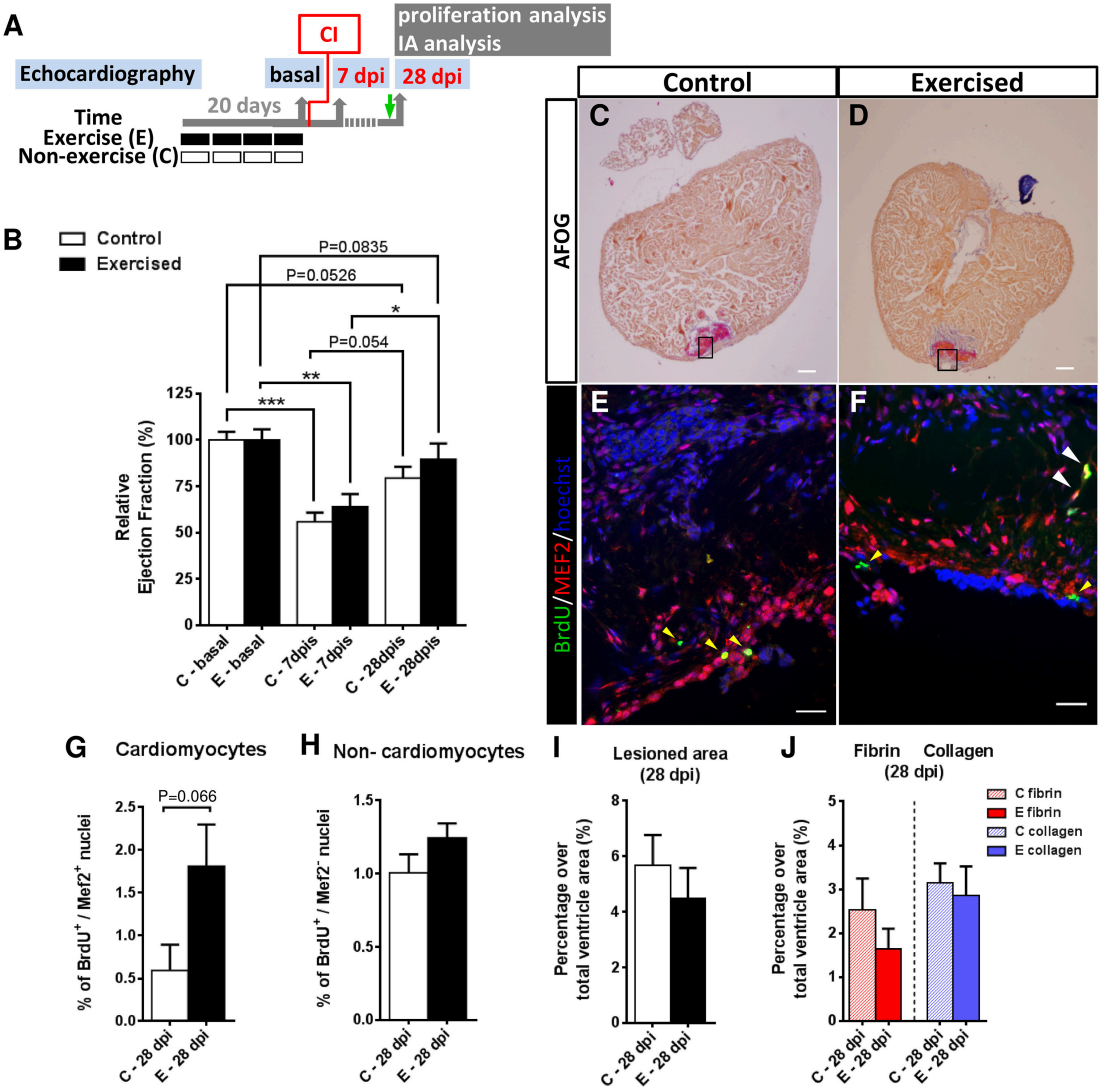
Effects of swimming-induced exercise prior to ventricular cryoinjury on heart regeneration. **(A)** Schematic representation of the experimental design. CI, cryoinjury; IA, injured area; BrdU injection (green arrow). **(B)** Evaluation of cardiac function after a cardiac injury in previously exercised (E) and non-exercised (C) fish. The relative change of ejection fraction shows a significant decrease at 7 days post injury (dpi; E, *P* = 0.0023; C, *P* = 0.0005) in comparison with basal conditions (non-injured ventricles) that is subsequently recovered after 28 dpi, with previously exercised fish (*P* = 0.0835) showing a better recovery (i.e., EF values at 28 dpi closer to basal values) than non-exercised fish (*P* = 0.0526). (E, *n* = 7; C, *n* = 7; *P < 0.05, **P < 0.01, ***P < 0.001, one-way ANOVA followed by Tukey's *post-hoc* test). **(C,D)** AFOG staining of representative ventricle sections from C and E fish at 28 dpi. Scale bar represents 100 μm. **(E,F)** Higher magnification views of serial sections corresponding to the framed areas in **(C,D)**. Immunofluorescence with BrdU (5-bromo-2′-deoxyuridine) combined with MEF2c. White arrowheads indicate BrdU^+^-MEF2c^+^ nuclei (cardiomyocytes). Yellow arrowheads indicate BrdU^+^-MEF2c^−^ nuclei (non-cardiomyocytes). Scale bar represents 10 μm. **(G)** Previously exercised fish show an increase in the percentage of proliferative cardiomyocyte nuclei at 28 dpi (*P* = 0.066, Mann-Whitney test) (E, *n* = 7; C, *n* = 7). **(H)** Percentage of proliferative non-cardiomyocyte nuclei. **(I)** After AFOG staining of ventricular sections from the same fish analyzed in B, the percentages of the total lesioned area in the ventricle at 28 dpi are shown (E, *n* = 7; C, *n* = 7). **(J)** From the same images analyzed in **(I)**, the percentages of fibrin and collagen over the total ventricle area were quantified. Bars represent the mean ± SEM.

We next investigated whether prior exercise training influenced cardiomyocyte proliferation during heart regeneration. We performed *in vivo* BrdU labeling of previously exercised and non-exercised zebrafish subjected to cryoinjury and examined cardiomyocyte proliferation at 28 dpi from the same individuals that had cardiac function assessed by 2D-echocardiography (Figures 2C–F). At the terminal sampling time of 28 dpi, we observed a 3-fold higher number of proliferating cardiomyocytes (BrdU^+^/MEF2^+^) in the injury-border zone of ventricles from exercised over non-exercised fish (*P* = 0.066), although the difference was not statistically significant (Figure 2G). In addition, the number of proliferating ventricular non-cardiomyocyte cells (BrdU^+^/MEF2^−^) was similar between exercised and non-exercised fish (*P* = 0.178; Figure 2H).

In order to quantify scar tissue clearance in the injured ventricular area we performed acid fuchsin orange G (AFOG) staining from the same individuals at 28 dpi (Figures 2C,D). Lesioned ventricular areas were smaller in exercised than in non-exercised zebrafish (4.5 and 5.7%, respectively), but no statistically significant differences were found between the two groups (Figure 2I). In order to analyze the extent of fibrosis in the regenerating ventricles, fibrin- and collagen-containing areas were quantified at 28 dpi. Fibrin (1.6% in exercised and 2.5% in non-exercised zebrafish) and collagen (2.8% in exercised and 3.14% in non-exercised zebrafish) ventricular areas were again slightly smaller in exercised than in non-exercised zebrafish, but no statistically significant differences between the two groups were found (Figure 2J). Overall, the increase in ventricular cardiomyocyte proliferation and the trend toward a slight cardiac functional recovery in previously exercised over non-exercised zebrafish, is not associated with a statistically significant reduction in the lesioned or fibrotic area, at least at 28 dpi.

### Effects of swimming-induced exercise after ventricular cryoinjury on heart regeneration

In view of the effects of exercise on cardiomyocyte proliferation in the absence of or prior to cardiac injury, we set out to investigate the effects of swimming-induced exercise after ventricular cryoinjury at the cellular and molecular levels. We first established that cryoinjured zebrafish were able to tolerate our swimming-induced exercise conditions at 3 dpi (data not shown) and examined possible functional differences in cryoinjured ventricles between exercised and non-exercised zebrafish by monitoring critical swimming speed (U_crit_; Supplementary Figure S4A). We subjected (untrained) cryoinjured zebrafish to resting conditions or to the swimming-induced exercise protocol for 5 consecutive days (from 3 to 7 dpi). After either swimming or resting during 5 consecutive days (from 3 to 7 dpi), no differences in U_crit_ average values between the two groups were found and these were similar to those of non-injured (non-exercised) zebrafish used as reference control (Supplementary Figure S4B). These results suggest that swimming-induced exercise during the first days of heart regeneration or a localized ventricular injury, such as cryoinjury, do not compromise adult zebrafish swimming performance. Interestingly, ventricular amputation in adult zebrafish does not compromise swimming performance either and it is only when cardiomyocyte depletion is distributed throughout the whole heart that swimming performance is reduced (Wang et al., 2011).

Next, we subjected (untrained) cryoinjured zebrafish for 12 consecutive days (from 3 to 15 dpi) to resting conditions or to swimming-induced exercise and samples of cryoinjured hearts were taken at 7 and 15 dpi (Figure 3A; Supplementary Figure S5). Cardiomyocyte proliferation in response to swimming-induced exercise was only assessed at 15 dpi by EdU labeling (Figures 3B–E). Our results indicate that cardiomyocyte proliferation (EdU^+^/MEF2^+^) increased significantly (4-fold; *P* = 0.029) in exercised over non-exercised lesioned zebrafish hearts at 15 dpi, both in the injury-border zone as well as in an area distant from it (Figure 3F). In contrast, proliferation of non-cardiomyocyte cells showed no statistically significant differences between exercised and non-exercised zebrafish (Figure 3G). Next, we quantified the extent of the injured area at 7 and 15 dpi in AFOG-stained sections. In ventricles from exercised zebrafish, the damaged area was reduced by 25.3% at 7 dpi and 53.3% at 15 dpi when compared to non-exercised zebrafish, although no statistically significant differences were found (Figure 3H). In order to analyze the extent of fibrosis in the regenerating ventricle, fibrin- and collagen-containing areas were quantified (Figure 3I). At 7 dpi, lesioned exercised ventricles contained less fibrin than lesioned non-exercised ventricles (8.0 and 8.9%, respectively) or collagen (0.4 and 2.5%, respectively), although the differences between exercised and non-exercised fish were not statistically significant. Similar results were obtained when comparing lesioned exercised and non-exercised ventricles at 15 dpi, with 2.4 and 3.9% fibrin areas in exercised and non-exercised ventricles, respectively, and with 1.5 and 4.7% collagen areas in exercised and non-exercised ventricles, respectively. These results, although not statistically significant likely as a result of the modest sample size, suggest a trend toward a reduction of ventricular lesioned area or fibrosis in fish exercised after cryoinjury, similar to that observed in fish exercised prior to cryoinjury.

**Figure 3:**
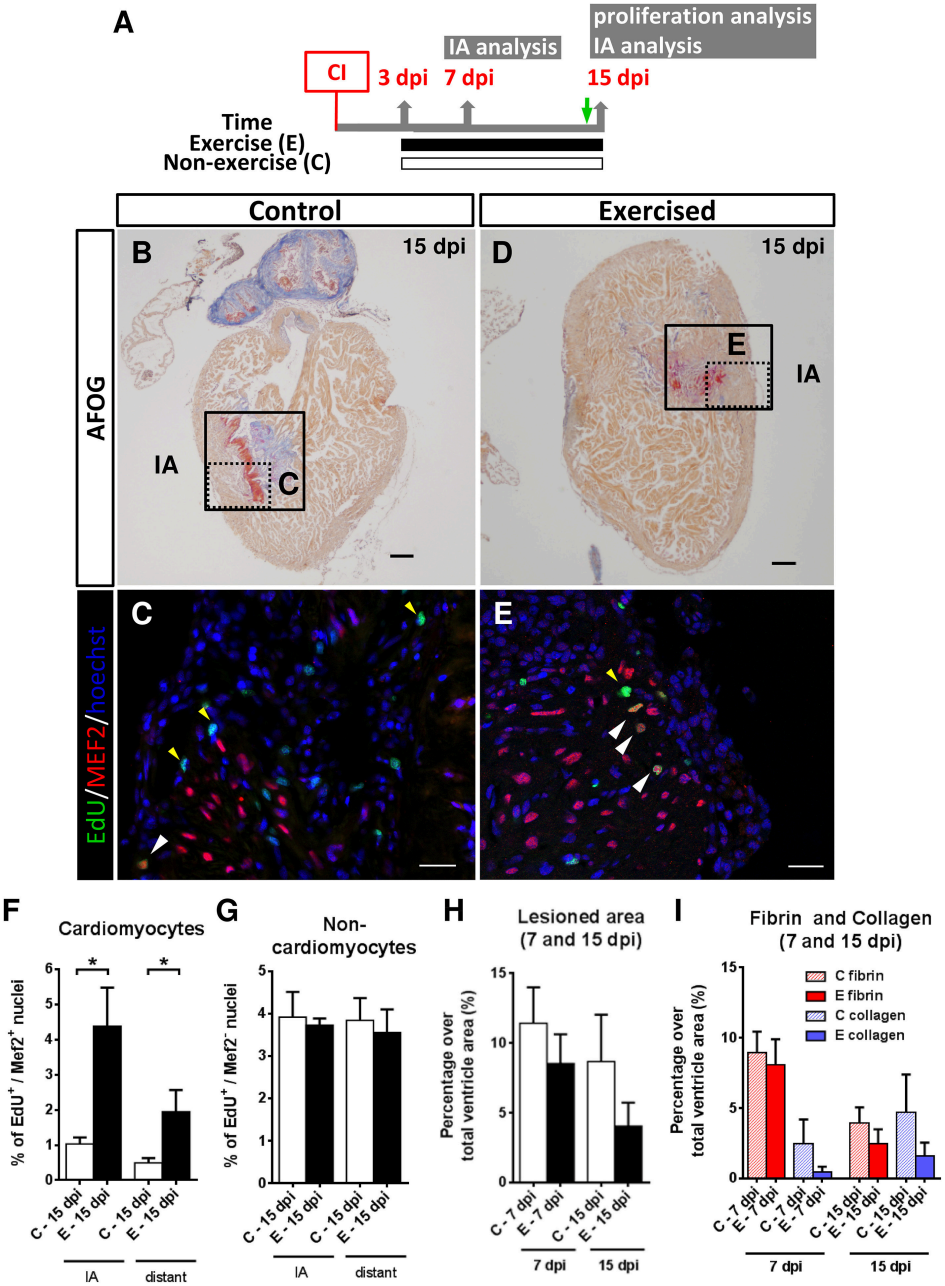
Effects of swimming-induced exercise after ventricular cryoinjury on heart regeneration. **(A)** Schematic representation of the experimental design. CI, cryoinjury; IA, injured area; EdU injection (green arrow). **(B–E)** After 13 days of swimming, lesioned hearts were examined for proliferation at 15 dpi. **(B,D)** AFOG staining. Boxed area shows the injured area (IA). Scale bars represent 100 μm. **(C,E)** Higher magnification views of the framed area in **(B,D)**. EdU labeling (green), MEF2 (red) and nuclei staining with Hoechst (blue). White arrowheads indicate EdU^+^-MEF2^+^ nuclei (cardiomyocytes). Yellow arrowheads indicate EdU^+^-MEF2^−^ nuclei (non-cardiomyocytes). Scale bar represents 10 μm. **(F–G)** Percentage of proliferative cardiomyocytes is increased both in the IA and distant to IA (*P* = 0.029 and *P* = 0.029, respectively; *P < 0.05, Mann Whitney test) **(F)**, whereas no differences were found for non-cardiomyocyte nuclei **(G)**. **(H,I)** Fibrotic area differences at 7 and 15 dpi after AFOG staining. **(H)** Total lesioned area. **(I)** Fibrin and collagen deposition quantification from the same images analyzed in I. 7 dpi: E, *n* = 5; C, *n* = 5 and 15 dpi: E, *n* = 4; C, *n* = 4. Bars represent the mean ± SEM. dpi, days post-injury.

### Transcriptomic response of swimming-induced exercise after ventricular cryoinjury on heart regeneration

We analyzed the transcriptomic changes in the adult zebrafish ventricle induced by exercise during the regenerative process from 7 to 14 dpi (Figure 4A) in order to gain insight on genes and gene networks involved in heart regeneration that are regulated in response to exercise. 

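RNA was pooled from the ventricles of several cryoinjured zebrafish per sample, and the samples came from exercised and non-exercised fish at 7 dpi, after 5 experimental days, and at 14 dpi, after 12. Each of these groups has 4 samples, and Figure 4B and Supplementary Figure S6 draw 14 of the 16, with 2 of the 4 non-exercised samples at 14 dpi. The series also holds 8 sham-operated samples, which were not analysed here. The reads were aligned by the authors to the zebrafish genome GRCz10, and the values used here are those of the authors' deposited table, which gives for each gene the mean normalized count over the modelled samples, a log2 fold change with its standard error, Wald statistic, p-value and adjusted p-value, and a fold change between exercised and non-exercised fish at 7 dpi and at 14 dpi. It has 0 columns of per-sample values, so that no count per sample, SD or depth per sample can be given, and the mean normalized counts of the 18987 listed genes sum to 11824275. In the authors' deposited table 18954 genes have a p-value, and 16384 of these, all with a mean count of at least 6.79, have an adjusted p-value. The statistic recomputed as the log2 fold change over its standard error differed from the deposited one by at most 5.09e-07, and the Benjamini-Hochberg adjustment recomputed over the 16384 genes differed by at most 6.38e-06. Across 16367 genes, which are not independent replicates, the log2 fold change had a correlation of r = 0.94 with the log2 of the fold change at 14 dpi and of r = 0.10 with that at 7 dpi. The adjusted p-value of each gene therefore belongs to the contrast at 14 dpi, and the fold change at 7 dpi has no p-value or standard error. To place a fold change at 7 dpi, its size was ranked among those of the 500 genes nearest in mean count. The 95% confidence intervals were computed from the deposited standard errors.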

Sample clustering showed that samples are clustered by time (7 and 14 dpi) and condition (exercised or non-exercised; Supplementary Figure S6). Principal component analysis (PCA) showed that the distribution of the samples clearly represents the regenerative process over time, from left (7 dpi) to right (14 dpi) over the *x* axis (Supplementary Figure S6B). 

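With the adjusted p-value below 0.1 and a fold change above 1.2 at 7 or 14 dpi, 511 genes of the authors' deposited table were counted as changed by exercise, 174 with higher and 337 with lower expression in exercised ventricles at 14 dpi. Without the fold filter the count was 512, and with the adjusted p-value below 0.05 it was 376, of which 124 were higher and 252 lower. Before adjustment, 1965 genes had a p-value under 0.05. The alternative that moved the count most, chosen after seeing the data, divided each statistic by the robust spread of the statistic over genes, 1.17, and left 202 genes. The alternative that moved the direction most was centring the log2 fold changes on their expression-weighted mean of -0.10, chosen after seeing the data: 609 genes were then called, 393 higher and 216 lower, and 390 of the 511 were among them. With 3 falling genes of a mean count above 10000 left out of that mean, 495 genes were called, 234 higher and 261 lower. The 5 genes with the largest fall in the authors' deposited table were the structural RNA Metazoa_SRP, pck1, si:dkey-153m14.1, a zgc clone gene (ENSDARG00000089382) and si:dkey-23n7.10, with log2 fold changes between -4.24 and -3.60. The 5 with the largest rise were si:dkey-19d21.2, sb:cb1058, BX321875.1, CR388047.1 and a gene listed as TRIM14 (ENSDARG00000100669), with log2 fold changes between 3.22 and 7.92 in the authors' deposited table. The largest of these rises had a wide 95% confidence interval, 3.81 to 12.02. Those of sb:cb1058, BX321875.1 and TRIM14 were also wide, 1.50 to 5.97, 1.53 to 5.67 and 1.47 to 4.97. Their mean counts were 15.0, 13.8 and 24.6. The interval of CR388047.1 was narrower, 2.28 to 4.44. The other genes listed as TRIM14 were not called. Among the falls, pck1 and si:dkey-23n7.10 had mean counts of 13.1 and 28.3.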

A total of 512 differentially expressed genes (DEGs; Padj < 0.1) were found, with 174 up-regulated and 338 down-regulated genes (Supplementary Table S1). Based on the gene expression data, hierarchical clustering grouped the samples by time (7 and 14 dpi) and condition (exercised or non-exercised) into four different clusters with distinct dynamic gene expression patterns, with 14 dpi being the time point with more relevant gene expression changes in response to exercise (Figure 4B). 

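Of the 512 DEGs, 499 (97.5%) had a larger fold change at 14 dpi than at 7 dpi in the authors' deposited table, with a median absolute log2 fold change of 0.27 at 7 dpi and 0.90 at 14 dpi. A fold change above 2 was reached by 17 of them at 7 dpi and by 204 at 14 dpi. The DEGs were called on the contrast at 14 dpi, which favours larger changes at that time point. Among all tested genes of the authors' deposited table, 484 had a fold change above 2 at 7 dpi and 891 at 14 dpi, with median absolute log2 fold changes of 0.20 and 0.21. Leaving out the called genes, which removes genes chosen for a change at 14 dpi, these numbers were 467 and 687. The paper's figures draw 4 non-exercised samples at 7 dpi and 2 at 14 dpi. If only these entered the fold changes, fewer samples alone would widen those at 14 dpi. The larger number of genes at 14 dpi is therefore no measure of a stronger effect of exercise. The fold change at 7 dpi has no error in the authors' deposited table, so the difference between the time points was not tested. The direction of change was the same at both time points for 400 of the 512 DEGs (78.1%).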

Cluster 1 and 2 comprised 278 and 60 DEGs, respectively, that were down-regulated by exercise from 7 to 14 dpi, whereas clusters 3 and 4 comprised 100 and 74 DEGs, respectively, that were up-regulated by exercise from 7 to 14 dpi (Figure 4C).

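The 511 genes that passed both thresholds are all in Supplementary Table S1, which also lists arpc1a, whose fold change was above 1.2 at neither time point in the authors' deposited table. By the clusters of Supplementary Table S1, all genes of clusters 1 and 2 had a lower and all genes of clusters 3 and 4 a higher expression in exercised ventricles at 14 dpi in the authors' deposited table. The median log2 fold change of cluster 1 was -0.24 at 7 dpi and -0.85 at 14 dpi, and 229 of its genes changed in the same direction at both time points. In cluster 2 the medians were -0.35 and -0.87, with 54 genes in the same direction. Cluster 3 had medians of 0.16 and 0.89 and 67 genes in the same direction, and cluster 4 medians of 0.13 and 1.08 and 50 genes. The share of genes whose fold change at 7 dpi had the same sign was thus 82.4% and 90.0% in clusters 1 and 2 and 67.0% and 67.6% in clusters 3 and 4. These signs were counted whatever the size of the change at 7 dpi, which was not tested. For all DEGs together, random lists of uncalled genes matched on mean count and on direction at 14 dpi had a median share of 55.7%. Genes of cluster 4 had the lowest median mean count, 72.7 against 520.1 in cluster 1.

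**Figure D1:**
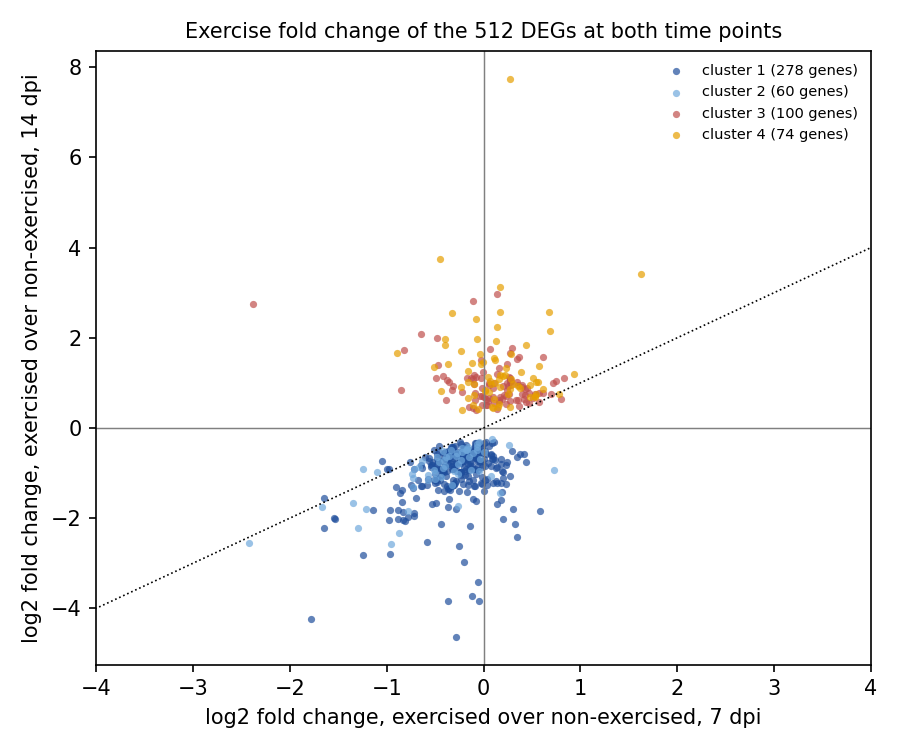
Log2 of the fold change of exercised over non-exercised ventricles in the authors' deposited table at 7 dpi (horizontal) and 14 dpi (vertical) for the 512 DEGs, each point a gene coloured by its cluster, with a dotted line of equal change at both time points. Genes of clusters 1 and 2 lie below 0 and genes of clusters 3 and 4 above 0 at 14 dpi, and 499 genes lie farther from 0 at 14 dpi than at 7 dpi.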

**Figure 4:**
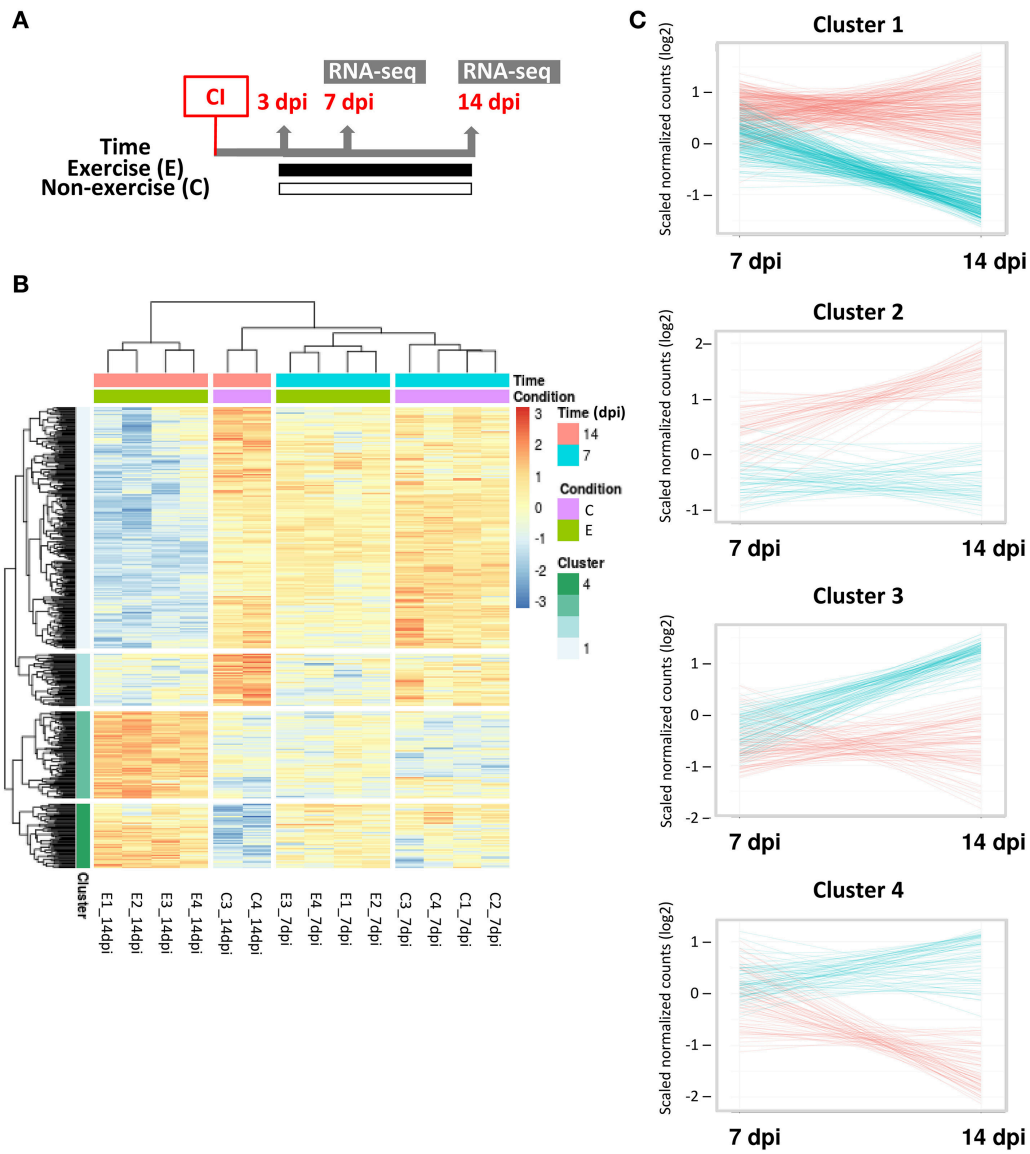
Transcriptomic analysis of adult zebrafish regenerating ventricles in response to swimming-induced exercise after ventricular cryoinjury. **(A)** Schematic representation of the experimental design. CI, cryoinjury; RNA-seq, RNA-sequencing. **(B)** Heat map for the 512 significant differential expressed genes (Padj < 0.1) from exercised (E) and control or non-exercised (C) zebrafish at two time points analyzed, 7 and 14 dpi. After hierarchical clustering, four clusters were obtained (see legend). **(C)** Expression trend of the genes included in each cluster. Gene counts (log2 scale) were plotted to show differential time expression between exercised (blue lines) and non-exercised (red lines) at 7 and 14 dpi.

A functional analysis of the complete set of DEGs was also performed to examine significantly enriched biological processes in response to swimming-induced exercise after ventricular cryoinjury (Figure 5A). Among others, exercise resulted in an enrichment of terms related to cellular and tissue structure and development, such as regulation of cell differentiation (e.g., *hdac9, numb, notch3, smad1, smad7*), muscle structure development (e.g., *hand2, ccnt2, ifrd1, jph1, myh7b*), cardiac muscle hypertrophy (e.g., *atp2a2, agtr2, tcap, klf15*), circulatory system development (e.g., *agtr2, aimp1, ednra, fgf1, fgf3, flt1, heg1, vezf1*) and anatomical structure formation involved in morphogenesis (e.g., *cited2, irx1, irx2, fzd5, fzd9*; Figure 5B). In addition, functional terms related to metabolism, such as glycogen metabolic process (e.g., *dryk2, gyg2, irs1, ppp1r3a*) and response to decreased oxygen levels [e.g., *hif1aa, hif1al (hif3a), egln3, loxl2, egr1*], suggestive of a hypoxic response, were also differentially regulated in exercised zebrafish (Figure 5B; Supplementary Table S2).

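The 26 genes named for cellular and tissue structure and development are all among the DEGs, 13 with higher and 13 with lower expression in exercised ventricles at 14 dpi, with log2 fold changes from -1.83 to 2.55, and 20 of them changed in the same direction at 7 dpi. Among the differentiation genes, numb fell with a log2 fold change of -1.16 (standard error 0.22, adjusted p = 4.48e-05, Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table, and its change at 7 dpi was larger than that of 96.2% of genes of similar mean count. In contrast, notch3 rose, with 0.99 (standard error 0.30, adjusted p = 0.0455, Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table. For atp2a2, the gene called was atp2a2b, with a mean count of 1039.7 and a log2 fold change of -0.50 in the authors' deposited table, whereas its paralog atp2a2a, with a mean count of 37879, had -0.01 (95% confidence interval -0.28 to 0.25). For jph1, jph1b was called and jph1a had a log2 fold change of -0.01 (95% confidence interval -0.36 to 0.34). For aimp1, the gene called is listed as AIMP1 with a mean count of 12.1 in the authors' deposited table, and the gene listed as aimp1, with a mean count of 588, was not called (adjusted p = 0.799, Wald test with Benjamini-Hochberg adjustment). How the authors' counting treated reads shared between such copies is not given. The heg1 gene, listed as heg, had a log2 fold change of -0.59 (95% confidence interval -0.98 to -0.20) and an adjusted p of 0.098 (Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table. The irx1a, irx2a and fzd5 genes rose at 14 dpi and were lower at 7 dpi, with log2 fold changes at 7 dpi of -0.36, -0.47 and -0.86 in the authors' deposited table.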

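The direction of change at 14 dpi was counted for the genes behind each term of Supplementary Table S2, after matching its human gene symbols to the names of the DEGs. Of the 58 terms, 57 had more genes with lower than with higher expression in exercised ventricles. For regulation of cell differentiation, 55 of 59 symbols were matched, to 58 DEGs of which 17 rose and 41 fell. For muscle structure development, 30 of 35 symbols were matched, and 7 genes rose and 23 fell. For circulatory system development, 17 genes rose and 32 fell, and for response to oxygen levels, 6 rose and 18 fell. Of all DEGs 66.0% fell, so that more falling than rising genes in a term is what the whole list gives, and that majority turned with centring on the expression-weighted mean. With 3 abundant falling genes left out of that mean it did not turn, and 52.7% of the called genes fell. The counts per term describe direction only, and the enrichment of the terms was not recomputed.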

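Among the glycogen genes, irs1 and ppp1r3aa fell at 14 dpi, with log2 fold changes of -1.33 (standard error 0.24, adjusted p = 7.81e-06, Wald test with Benjamini-Hochberg adjustment) and -1.14 in the authors' deposited table. The dyrk2 gene rose by 0.99 on the log2 scale in the authors' deposited table (95% confidence interval 0.62 to 1.36). The rise of gyg2 was larger but less certain, with 2.15 (95% confidence interval 0.94 to 3.35) at a mean count of 33.5 in the authors' deposited table, and at 7 dpi its log2 fold change was -0.65. Among the oxygen genes, egln3 fell with -1.99 (standard error 0.47, adjusted p = 0.0025, Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table, and its fall at 7 dpi was larger than the change of 99.4% of genes of similar mean count. Among the tested genes matched by name to the reference GRCz12tu, egln3 follows akap6, which was also lower with exercise. Other genes may lie between them. The loxl2a gene fell at both time points, with a 95% confidence interval of -1.61 to -0.39 at 14 dpi, and its adjusted p was 0.0533 (Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table. Its paralog loxl2b was not called. The egr1 gene rose at 14 dpi with 1.46 (95% confidence interval 0.95 to 1.97) and was near 0 at 7 dpi, with -0.03 in the authors' deposited table.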

**Figure 5:**
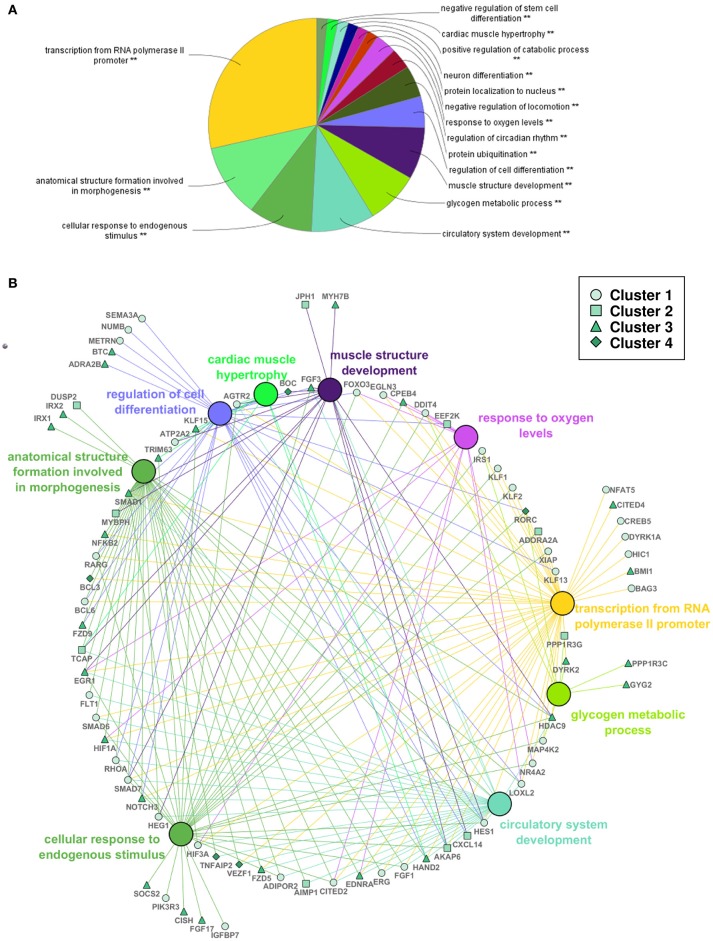
Functional analysis of differentially expressed genes in adult zebrafish regenerating ventricles in response to swimming-induced exercise. **(A)** Overview chart of the most significant GO terms (Biological Process) from all the significant DEGs (Padj < 0.1). **Indicates significant association of the genes represented in the GO terms (*P* < 0.05). **(B)** Selection of genes (human gene symbol) that were associated with GO terms in **(A)**. Large nodes show the GO term as shown in **(A)**. Small nodes represent selected genes associated with the GO terms (edge color) that correspond to the four clusters shown in Figure 4 (see legend).

More specifically, factors related with adult zebrafish heart regeneration were differentially expressed including (a) members of the HIF-1α signaling pathway that positively regulate zebrafish heart regeneration and cardiomyocyte proliferation, such as *hif1aa* (up-regulated) and *hif1al* [down-regulated; (Jopling et al., 2012a)], (b) *hand2* (up-regulated), expressed during vertebrate cardiogenesis and also in the regenerating heart and that plays a role inducing cardiomyocyte proliferation (Lepilina et al., 2006; Schindler et al., 2014), (c) *nfkb2* (up-regulated), a subunit of the NF-kB transcription factor whose activity modulates cardiomyocyte proliferation and de-differentiation (Karra et al., 2015) and (d) *fgf17b* (up-regulated), suggested to be synthesized from the regenerating myocardium (including cardiomyocytes) in order to recruit epicardial cells and vascularize the new tissue (Lepilina et al., 2006; Supplementary Table S1). 

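At 14 dpi, hif1aa had a log2 fold change of 1.06 (standard error 0.18, adjusted p = 3.89e-06, Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table, whereas its paralog hif1ab had -0.02 (95% confidence interval -0.18 to 0.13). The hif1al gene had a log2 fold change of -1.13 (standard error 0.20, adjusted p = 4.84e-06, Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table. At 7 dpi, the log2 fold changes of hif1aa and hif1al had the same directions, with 0.40 and -0.31 in the authors' deposited table. In size they were larger than the changes of 91% and 83.8% of genes of similar mean count. For hand2 the log2 fold change was 0.75 (95% confidence interval 0.47 to 1.04) at 14 dpi and -0.03 at 7 dpi in the authors' deposited table. The nfkb2 gene rose by 1.01 on the log2 scale in the authors' deposited table (95% confidence interval 0.68 to 1.33). The gene listed as fgf17 rose at both time points, with 0.83 at 7 dpi and 1.12 (standard error 0.28, adjusted p = 0.00574, Wald test with Benjamini-Hochberg adjustment) at 14 dpi in the authors' deposited table.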

Exercise also induced the expression of genes involved in zebrafish fin regeneration, such as *klf17* (or *klf4b*) and *rarga* (Christen et al., 2010; Blum and Begemann, 2012), in limb regeneration in urodeles, such as *fgf1a* and *klf17* (or *klf4b*; Dungan et al., 2002; Maki et al., 2009), or in zebrafish hair cell regeneration, such as *klf17* and *midn* (Jiang et al., 2014). 

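In the authors' deposited table, klf17 had a log2 fold change of -1.43 (standard error 0.22, adjusted p = 8.36e-08, Wald test with Benjamini-Hochberg adjustment) at 14 dpi, a lower expression in exercised than in non-exercised ventricles. The rarga gene was also lower, with -0.96 (standard error 0.15, adjusted p = 9.46e-08, Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table, as was midn, with -1.44 (standard error 0.33, adjusted p = 0.00149, Wald test with Benjamini-Hochberg adjustment). For fgf1a, at a mean count of 44.6, the authors' deposited table has a log2 fold change of -0.86 (95% confidence interval -1.42 to -0.31) and an adjusted p of 0.0785 (Wald test with Benjamini-Hochberg adjustment), which became 0.142 after centring on the expression-weighted mean. Among the tested genes matched by name to the reference GRCz12tu, midn follows cirbpb, which was also lower with exercise. Other genes may lie between them. At 7 dpi the log2 fold changes of klf17, rarga and fgf1a were -0.18, -0.50 and -0.54 in the authors' deposited table, and that of midn was near 0. All 4 genes are in cluster 1 of Supplementary Table S1.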

Other genes that have been related with cardiomyocyte proliferation include *p27 cdkn1bb, ccnd2* or *hdac9* (Yuan and Braun, 2017). 

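The cdkn1bb gene fell at 14 dpi, with a log2 fold change of -0.86 (standard error 0.20, adjusted p = 0.00204, Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table. The gene called for ccnd2 was ccnd2a, with 0.76 (95% confidence interval 0.28 to 1.25) and an adjusted p of 0.0741 (Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table. Its paralog ccnd2b had a similar log2 fold change of 0.79 but, at a mean count of 49.7, an adjusted p of 0.323 (Wald test with Benjamini-Hochberg adjustment) in the authors' deposited table. The hdac9b gene rose by 0.93 on the log2 scale in the authors' deposited table (95% confidence interval 0.64 to 1.23). At 7 dpi, cdkn1bb, ccnd2a and hdac9b changed in the same directions as at 14 dpi, by more than 93%, 92.4% and 88.4% of genes of similar mean count. Of the 43 genes named by the paper, 33 kept an adjusted p below 0.05, and 10 did not. After centring on the expression-weighted mean 36 kept an adjusted p below 0.1, and after division by the robust spread 23 did. From the regulated expression of such genes, the paper proposes that they could be involved in the exercise-induced proliferation of cardiomyocytes.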

From the significant differentially expressed genes, 60 unknown or non-described genes were found that could have a relevant role in the response of exercise in adult zebrafish heart regeneration.

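Among the 512 DEGs of the authors' deposited table, 63 carry only a clone or project name and 103 have an empty description. Both hold for 57 genes, of which 32 rose and 25 fell in exercised ventricles at 14 dpi, and at least one of them holds for 109 genes, of which 48 rose and 61 fell.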

## Discussion

Little is known about the beneficial and cardioprotective effects of exercise in teleost fish. In the present study, we investigated the cardiac response to swimming-induced exercise as well as its possible cardioprotective effects in adult zebrafish, an emerging experimental exercise model in vertebrates.

Here, we report for the first time in fish that exercise results in increased cardiomyocyte proliferation in the (uninjured) adult zebrafish heart. Our results provide support for previous studies that suggested that swimming may induce cardiomyocyte proliferation in the teleost heart (as determined by *pcna* mRNA expression levels or the number of cardiomyocytes or PCNA-positive cells; van der Meulen et al., 2006; Jean et al., 2012; Castro et al., 2013) and are in line with the known stimulatory effects of exercise on cardiomyocyte proliferation in the adult mammalian heart (Boström et al., 2010; Waring et al., 2014; Xiao et al., 2014; Vujic et al., 2018). Moreover, swimming-induced exercise in adult zebrafish also resulted in a decrease in the ventricular activity of p38-MAPK, a known inducer of cell cycle exit and differentiation in many cell types. p38α is a negative regulator of mammalian adult cardiomyocyte proliferation (Engel et al., 2005) and a similar mechanism in zebrafish cardiomyocytes has been found, whereby active p38α can block cardiomyocyte proliferation and heart regeneration (Jopling et al., 2012b). Therefore, our results support the notion that exercise may be a physiological stimulus to induce cardiac hyperplasia across vertebrates, a process that may contribute to the maintenance of tissue homeostasis in response to exercise by increasing cell turnover. Interestingly, despite the modest but significant cardiomyocyte proliferative effects of exercise in the healthy adult zebrafish heart, we did not observe a clear change in hypertrophy, except for the significant increase in ventricular area normalized by body weight and in mTOR activity, nor in cardiac function. The lack of a clear hypertrophic and functional response in the zebrafish heart under sustained swimming conditions was also reported in a previous study (Jean et al., 2012). Therefore, these results, combined with the lack of evidence for cardiac damage, suggest that sustained swimming conditions do not result in pathological cardiac stress in adult zebrafish. Further experiments should be performed in order to investigate conditions leading to a hypertrophic response in the adult zebrafish heart.

One of the objectives of the present study was to determine if swimming-induced exercise could exert subsequent cardioprotective effects in the context of cardiac injury. Studies investigating myocardial injury, ischemia or ischemia/reperfusion injury have provided evidence for a role of exercise in protecting the mammalian heart from subsequent myocardial damage, known as ischemic preconditioning (Maybaum et al., 1996; Domenech et al., 2002; Michaelides et al., 2003; Marongiu and Crisafulli, 2014). Interestingly, several studies have suggested that the fish heart can also be preconditioned under hypoxic and inflammatory conditions (Gamperl et al., 2001; Chen et al., 2005; de Preux Charles et al., 2016). On one hand, Gamperl et al. (2001) reported that after a prior anoxic exposure myocardial function was ameliorated from subsequent anoxia in the rainbow trout heart and Chen et al. (2005) reported that *in vitro* cardiac exposure to hypoxic conditions in goldfish, through activation of ATP-sensitive potassium ion channels, promoted the survival of ventricular myocytes exposed to hypoxic conditions. On the other hand, de Preux Charles et al. (2016) reported that thoracic surgery and a challenge with immunogenic agents prior to ventricular cryoinjury increased mitotic activity leading to the long-term remodeling of the adult zebrafish myocardium architecture. Moreover, long-term effects of exercise training in teleost fish have also been reported, lasting days or weeks (Young et al., 1994; Liu et al., 2009; Castro et al., 2011). Therefore, we hypothesize that by subjecting adult zebrafish to swimming-induced exercise for 4 weeks prior to cryoinjury, we may have induced a preconditioning-like effect as suggested by the increase in cardiomyocyte proliferation and the trend toward improved cardiac contractility, changes that were maintained for 28 days after training.

In the present study, we also investigated, for the first time in fish, the effects of swimming-induced exercise in the regenerating heart in adult zebrafish. Our results on the stimulation of cardiomyocyte proliferation by exercise during ventricular regeneration after cryoinjury provide further support for the proliferative capabilities of cardiomyocytes in the adult zebrafish heart and their response to swimming-induced exercise. Interestingly, the increased proliferation at the injury-border zone as well as in distant areas in exercised ventricles could suggest a higher contribution from the whole ventricle to the resolution of the injury in response to exercise in comparison with non-exercised regenerating hearts (Sallin et al., 2014).

In order to further understand the molecular mechanisms involved in the induction of cardiomyocyte proliferation during exercise on the regenerating adult zebrafish heart, we conducted transcriptomic profiling of the exercised regenerating ventricle. Our transcriptomic analyses of lesioned ventricles subjected or not to exercise led to the identification of a number of genes with regulated expression that have been related to regeneration and that could be involved in the observed exercise-induced cardiomyocyte proliferation. For example, we found that oxygen responsive genes were differentially regulated in the exercised regenerating zebrafish heart. Recently, hypoxia has been proposed to induce cardiomyocyte cell cycle re-entry in mammalian models (Puente et al., 2014; Kimura et al., 2015; Nakada et al., 2016). In the adult zebrafish heart, (chronic) hypoxia has shown to be mitogenic (Marques et al., 2008) especially after a cardiac injury, when the ensuing hypoxic response positively regulates heart regeneration through a mechanism involving HIF1α (Jopling et al., 2012a). Our results on the regulated expression of oxygen responsive genes, together with the enrichment of terms related with response to oxygen levels and the increase in cardiomyocyte proliferation, suggest a mechanism by which exercise may modulate the cardiac regeneration process through changes in metabolism, at least in the injured heart.

In addition, swimming-induced exercise also differentially regulated the expression of members of the Fibroblast Growth Factor family (FGF), such as *fgf17b* (Lepilina et al., 2006), *fgf3*, and *fgf1a*, found to be relevant in zebrafish cardiogenesis and neovascularization (Lepilina et al., 2006; Simoes et al., 2011). It is noteworthy that in mammals exercise promotes angiogenesis, regulation of the vascular tone and protection of coronary vasculature, changes that have been associated with the cardioprotective role of exercise in diseased hearts (Duncker and Bache, 2008; De Biase et al., 2014; Platt et al., 2015; Wang et al., 2015). 

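Of the 10 fgf genes with an adjusted p-value, 3 were called. The fgf3 gene had the largest change, with a log2 fold change of 1.65 (standard error 0.28, adjusted p = 2.85e-06, Wald test with Benjamini-Hochberg adjustment) at 14 dpi and 0.37 at 7 dpi in the authors' deposited table. The direction was not shared, as fgf17 rose and fgf1a fell. The paralog fgf1b had a log2 fold change of -0.53 (95% confidence interval -1.28 to 0.22) in the authors' deposited table and was not called.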

Here, the enrichment of processes involved in the development of the circulatory system and, in particular, the differential regulation of pro-angiogenic genes from the FGF and HIF1α families, suggest a possible involvement of exercise to promote or control the vascular system during adult zebrafish heart regeneration. The possible angiogenic role of exercise in the zebrafish heart is supported by a previous study showing that under the same experimental conditions exercise promoted adult zebrafish skeletal muscle vascularization (Palstra et al., 2014) and by the observed coronary vessel regrowth in exercised and ablated fish (Farrell et al., 1990). Moreover, we identified other differentially expressed genes that can be associated with the observed exercise-induced cardiomyocyte proliferation in regenerating ventricles and that had not been previously characterized during zebrafish heart regeneration. For example, the transcription factor CITED4 was found to induce cardiomyocyte proliferation in the mammalian exercised heart (Boström et al., 2010). 

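At 14 dpi, cited4b had a log2 fold change of 0.87 (standard error 0.20, adjusted p = 0.00223, Wald test with Benjamini-Hochberg adjustment) between exercised and non-exercised ventricles in the authors' deposited table, with a 95% confidence interval of 0.47 to 1.27. At 7 dpi its log2 fold change was -0.33, the opposite direction, larger than that of 79.2% of genes of similar mean count. Its paralog cited4a, with a mean count of 3289.8, had -0.69 (95% confidence interval -1.73 to 0.35) at 14 dpi in the authors' deposited table and was not called.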

Here, *cited4b* was found to be significantly up-regulated in regenerating exercised ventricles at 15 dpi. Therefore, this transcription factor may represent a potential target for future cardiac regeneration studies. Taken together, in this study we identified a number of cardiac genes that are induced or suppressed in response to exercise in the lesioned heart that could contribute to the cardioprotective effects of exercise. In addition to intrinsic cardiac responses to exercise, it is also possible that the cardioprotective effects of exercise could be mediated by factors produced by the contractile skeletal muscle (i.e., myokines; Rovira et al., 2017), as suggested in mammals (Ouchi et al., 2016; Xi et al., 2016).

In conclusion, we found that swimming-induced exercise in adult zebrafish induced ventricular cardiomyocyte proliferation under normal and regenerating conditions. Under regenerating conditions, we identified an exercise-induced transcriptional program in the adult zebrafish heart, as well as a number of new potential key players and relevant biological processes. Our results highlight the potential of exercise as a physiological stimulus to contribute to the cardiac regenerative process and support the notion that the zebrafish is an excellent model to investigate yet unknown mechanisms of exercise-driven cardioprotection. Interestingly, important questions arise from our study, such as the possible contribution from the different cell types shaping the heart, the function of genes that have not been previously associated with heart regeneration that could potentially modulate the regenerative capacity of the zebrafish heart or the possibility that skeletal muscle- or cardiac-derived factors produced during exercise could have a cardioprotective effect as it has been recently demonstrated in mammals (Xi et al., 2016).

## Materials and methods

### Ethical approval

All animal procedures described herein have been approved by the Ethical Committee of the University of Barcelona under protocols DAAM7972 and 8969 to JVP and the Ethical Committee from the Comunidad Autonoma de Madrid. All experiments with live zebrafish were performed in accordance with relevant guidelines and regulations.

### Swimming-induced exercise training and experimental conditions

Exercise training conditions were performed as previously described (Palstra et al., 2010; Rovira et al., 2017). In brief, adult wild-type zebrafish of ~2.5 to 3 cm in body length (BL) were purchased from a local supplier. Exercised fish were housed in a 30 L swimming tunnel (Loligo Systems, Denmark) at the University of Barcelona while control fish were housed under the same density. Exercised adult zebrafish swam at their optimal swimming speed (i.e., speed at which the cost of transport is lowest; U_opt_) of 13 BL/s (0.4 m/s) for 6 h/day for 5 days/week in a total of 20 experimental days over a 4-weeks period (Palstra et al., 2010; Rovira et al., 2017) or in a total of 13 experimental days (see Experiments details below; Supplementary Methods; Supplementary Table S3; Supplementary Video S1).

### Exercise training and subsequent recovery from heart injury

After a four-week training period, exercised (*n* = 13) and non-exercised or control (*n* = 15) fish were transferred to the zebrafish facility of the Centro Nacional de Investigaciones Cardiovasculares (CNIC, Madrid) and acclimated for 2 days. Subsequently, fish were housed individually in 1.5 L tanks to perform a longitudinal study on heart lesion recovery after exercise. For that purpose, control and exercised fish were anesthetized by immersion in 0.168 mg/ml of buffered MS-222 and lesioned by ventricular cryoinjury as previously described (González-Rosa and Mercader, 2012) and kept individually in 1.5 L tanks for 28 days post-injury (dpi). At ~24 h (27 dpi) before being sacrificed, fish were anesthetized as indicated above and received an intraperitoneal injection of BrdU (5-bromo-2′-deoxyuridine; 30 μl at 2.5 mg/ml). Cardiac function in control (*n* = 7) and exercised fish (*n* = 7) was assessed by echocardiography, as previously described (González-Rosa et al., 2014), before the myocardial lesion (0 dpi), and at 7 and 28 dpi. Parameters measured were heart rate (bmp), systolic and diastolic area (mm^2^), systolic and diastolic volume (μl) and ejection fraction (%).

### Exercise training during recovery from heart injury

In order to evaluate the effects of exercise training during recovery from a heart lesion, non-exercised fish were subjected to heart cryoinjury as previously described (González-Rosa and Mercader, 2012) and allowed to recover for 48 h. At 3 dpi, a group of cryoinjured fish were introduced in the swimming tunnel and exercised daily under the conditions described above (13 BL/s for 6 h/day) continuously for a total of 13 experimental days, whereas a control group was maintained in resting conditions. At 7 and 14 dpi (after 5 and 12 experimental days, respectively), ventricle samples were obtained, flash frozen in liquid nitrogen and stored at −80°C. In order to assess *in vivo* cell proliferation, exercised fish and control fish were anesthetized at 14 dpi after the training session by immersion in 0.168 mg/ml of buffered MS-222 and received an intraperitoneal injection of EdU (1.25 mg/ml). Fish were sampled 24 h after the termination of exercise training (corresponding to 15 dpi) and heart samples were processed for histological procedures.

### Sampling

Fish were sampled after the experiments and euthanized by immersion in 0.250 mg/ml buffered MS-222. For the transcriptomic analysis, hearts were dissected, placed in sterile PBS to remove the atrium or bulbus arteriosus and the remaining ventricle was subsequently flash frozen in liquid nitrogen and stored at −80°C. Hearts were also collected for histology as previously described (González-Rosa and Mercader, 2012).

### RNA-sequencing and data analysis

Total RNA from three or four pooled ventricles from cryoinjured fish was isolated and homogenized in 150 μl of QIAzolLysis Reagent. Pooled samples at 7 (Exercised, *n* = 4; Control, *n* = 4) and 14 dpi (Exercised, *n* = 4; Control, *n* = 4) were processed with the miRNeasy MicroKit (Qiagen). The miRNeasy Micro Kit DNAse treatment was included for RNA-seq analysis to remove genomic DNA, following the manufacturer's specifications. Samples were sent to GenomeScan (Leiden, The Netherlands) for library preparation and sequencing. All samples passed the quality checks, being the lowest RQN = 8.9 (RNA Quality Number). Samples were sequenced using the next generation sequencing (NGS) platform IlluminaNextSeq 500 and the alignment was performed against the reference zebrafish genome GRCz10. Detected genes were considered differentially expressed if *P*-value (Benjamini-Hochberg) adjusted was <0.1 and any of the time points had a fold change >1.2. Human orthologs Ensembl Gene IDs were used to perform the Gene Onthology term enrichment analysis using ClueGO 2.3.2, a Cytoscape platform plugin (Bindea et al., 2009). Deposit of RNAseq data in the Gene Expression Omnibus (GEO) database at NCBI is under accession GSE100892.

### Histological processing and staining

Hearts stored in 70% ethanol were dehydrated, cleared in xylene and embedded in paraffin. Paraffin sections of 6 μm were cut using a Rotary 3003 microtome (Pfm Medical) and mounted on Superfrost slides (VWR). Hematoxylin and Eosin stained slides were scanned with NanoZoomer 2.ORS (Hamamatsu) and total and compact ventricle areas were quantified using the Tissuemorph software (Visiopharm). Acid Fuchsin Orange G (AFOG) staining was used to reveal fibrotic scar from cryoinjured heart samples (fibrin, red; collagen, blue; González-Rosa et al., 2014). Quantification of the injured area (fibrin and collagen) was calculated as a percentage over the total ventricular area and was averaged by all the lesioned sections for each heart. Image analysis was performed using ImageJ software (http://rsb.info.nih.gov/ij/).

### *In vivo* labeling of cardiomyocytes and immunohistochemistry

Twenty microliters of EdU (5-ethynyl-2′-deoxyuridine, Click-iT kit) at 1.25 mg/ml (Life Technologies) diluted in sterile PBS were injected in anesthetized fish (0.168 mg/ml of MS-222) intraperitoneally once a week and/or 24 h before being sacrificed, depending on the experiment. After the 20 experimental days, fish were euthanized and hearts were collected and processed for histological analyses. Briefly, 6 μm paraffin slides were dewaxed in xylene and rehydrated by a series of graded alcohols. After antigen retrieval was performed, slides were washed in 3% BSA/PBS, permeabilized in PBS-0.5% Triton for 20 min at room temperature and incubated with the Click-iT reaction cocktail in a wet chamber for 30 min at room temperature. After washing, blocking of non-specific binding was performed for at least 1 h in a wet chamber (5% BSA, 5% sheep serum/PBS). Immunofluorescence to specifically label cardiomyocyte cells was performed by using MEF2c (1:100, ab79436, Abcam) or MEF2 (1:50, sc-313, Santa Cruz) primary antibodies and AlexaFluor 555 (1:400, Life Technologies) secondary antibody, as previously reported (Jopling et al., 2012a; de Preux Charles et al., 2016; Hui et al., 2017). Nuclei staining was performed with Hoechst 33342 (1:2000, Thermo Scientific) and slides were mounted in ProLong Gold Antifade mounting media (Life Technologies). BrdU immunofluorescence in hearts at 28 dpi was performed as described above by using MEF2 antibody (1:50, Santa Cruz) and BrdU antibody (1:100, BD Biosciences) and anti-rabbit secondary antibody AlexaFluor 555 and anti-mouse secondary antibody Alexa Fluor 488 (1:400, Life Technologies), respectively. The cardiomyocyte proliferative index (proportion of EdU^+^ (or BrdU^+^)/Mef2^+^ nuclei over total number of Mef2^+^ nuclei) was calculated by averaging results from three non-consecutive separate sections in one slide (two slides in the case of 28 dpi hearts) containing the largest injury area per individual in the case of injured hearts or containing complete or near complete whole hearts per individual in the case of uninjured hearts. Similarly, quantification of proliferative non-cardiomyocyte cells was calculated by substracting the number of proliferative cardiomyocytes over the total cell number [EdU^+^ (or BrdU^+^) nuclei - EdU^+^ (or BrdU^+^)/Mef2^+^ nuclei over total number of Hoechst-stained nuclei]. Nuclei were counted manually using ImageJ software (http://rsb.info.nih.gov/ij/).

### Western blotting

Individual ventricles were lysed in RIPA buffer (Sigma) containing 1 mM phenylmethylsulfonyl fluoride (PMSF), 1X protease and phosphatase inhibitor cocktails (Sigma). The BCA kit (Thermo Scientific) was used for total protein quantification. A minimum of 20 μg of protein lysates were loaded in a SDS-PAGE gel and transferred to a PVDF membrane (Millipore). Membranes were blocked in 5% milk diluted in PBS/0.5% Tween for 1 h at room temperature and probed overnight at 4°C with the primary antibody. Membranes were washed in PBS/0.01% Triton and incubated for 2 h at room temperature with an anti-rabbit or anti-mouse HRP-conjugated secondary antibody (1:10,000, Jackson ImmunoResearch). The membranes were developed with the enhanced chemiluminescence method using Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare). Membranes were stripped with Restore Western Blot Stripping Buffer (ThermoScientific) following the manufacturer's indications to re-probe the membranes with the corresponding loading control. Effectiveness of the stripping procedure was checked every time by incubating the membrane with the secondary antibody. Primary antibodies used were: phospho-mTOR Ser2448 (1:100, Cell Signaling), mTOR (1:1000, Cell Signaling), phospho-p70 S6 Kinase Thr389 (1:200, Cell Signaling), p70 S6 Kinase (1:200, Cell Signaling), phospho-4E-BP1 Thr37/46 (1:500, Cell Signaling), 4E-BP1 (1:500, Cell Signaling), Mef2-pan (1:500, Anaspec), phospho-p38 Thr180/Tyr182 (1:200, Cell Signaling), p38 (1:100, Santa Cruz), and y-tubulin as a loading control (1:2000, Bethyl). Immunoreactive bands were visualized (LAS-3000; Fujifilm) and quantified with ImageJ software (http://rsb.info.nih.gov/ij/). Full-length blots are provided as Supplementary Material (Supplementary Figures S7, S8).

### Imaging

Fluorescent images were visualized by fluorescence microscopy using a Leitz DMIRB microscope and captured with a DFC360FX camera (Leica) or a Leica TCS SP2 confocal microscope (Leica Microsystems). White field images were obtained using a light microscope (Olympus) connected to a digital camera (DP70, Olympus).

### Statistical analysis

Statistical differences between two given groups were analyzed by two-tailed Student's *t*-test. Echocardiographic measurements were analyzed by one-way ANOVA followed by Tukey's honest significant test to control for multiple comparisons. When parametric assumptions of normality and equality of variance were not met, equivalent non-parametric tests were used as indicated in the figures. Results are expressed as mean ± standard error of the mean (SEM) and considered to be significant at *P* < 0.05. All statistical analyses were performed using GraphPad Prism6.

## Author contributions

MR and JP conceived and designed the experiments. MR performed the swimming experiments, histology, *in vivo* proliferation assays, heart lesions and lesion assessment, immunofluorescence, and protein and gene expression analyses; IM performed echocardiography, heart lesions and *in vivo* proliferation assays; CP performed protein expression analyses. MR and DB analyzed the data. MR and JP wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] BindeaG.MlecnikB.HacklH.CharoentongP.TosoliniM.KirilovskyA.. (2009). ClueGO: a cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics 25, 1091–1093. 10.1093/bioinformatics/btp10119237447PMC2666812

[B2] BlumN.BegemannG. (2012). Retinoic acid signaling controls the formation, proliferation and survival of the blastema during adult zebrafish fin regeneration. Development 139, 107–116. 10.1242/dev.06539122096078

[B3] BoothF. W.RobertsC. K.LayeM. J. (2012). Lack of exercise is a major cause of chronic diseases. Compr. Physiol. 2, 1143–1211. 10.1002/cphy.c11002523798298PMC4241367

[B4] BoströmP.MannN.WuJ.QuinteroP. A.PlovieE. R.PanákováD.. (2010). C/EBPβ controls exercise-induced cardiac growth and protects against pathological cardiac remodeling. Cell 143, 1072–1083. 10.1016/j.cell.2010.11.03621183071PMC3035164

[B5] CastroV.Grisdale-HellandB.HellandS. J.KristensenT.JørgensenS. M.HelgerudJ.. (2011). Aerobic training stimulates growth and promotes disease resistance in Atlantic salmon (Salmo salar). Comp. Biochem. Physiol. Part A Mol. Integr. Physiol. 160, 278–290. 10.1016/j.cbpa.2011.06.01321726657

[B6] CastroV.Grisdale-HellandB.HellandS. J.TorgersenJ.KristensenT.ClaireauxG.. (2013). Cardiac molecular-acclimation mechanisms in response to swimming-induced exercise in Atlantic Salmon. PLoS ONE 8:e55056. 10.1371/journal.pone.005505623372811PMC3555865

[B7] ChenJ.ZhuJ. X.WilsonI.CameronJ. S. (2005). Cardioprotective effects of K ATP channel activation during hypoxia in goldfish *Carassius auratus*. J. Exp. Biol. 208, 2765–2772. 10.1242/jeb.0170416000545

[B8] ChristenB.RoblesV.RayaM.ParamonovI.Izpisúa BelmonteJ. C. (2010). Regeneration and reprogramming compared. BMC Biol. 8:5. 10.1186/1741-7007-8-520089153PMC2826312

[B9] DavisonW. (1997). The effects of exercise training on teleost fish, a review of recent literature. Comp. Biochem. Physiol. Part A Physiol. 117, 67–75. 10.1016/S0300-9629(96)00284-8

[B10] De BiaseC.De RosaR.LucianoR.De LucaS.CapuanoE.TrimarcoB.. (2014). Effects of physical activity on endothelial progenitor cells (EPCs). Front. Physiol. 4:414. 10.3389/fphys.2013.0041424550833PMC3909827

[B11] de Preux CharlesA. S.BiseT.BaierF.SallinP.JazwinskaA. (2016). Preconditioning boosts regenerative programmes in the adult zebrafish heart. Open Biol. 6:160101. 10.1098/rsob.16010127440423PMC4967829

[B12] DomenechR.MachoP.SchwarzeH.SánchezG. (2002). Exercise induces early and late myocardial preconditioning in dogs. Cardiovasc. Res. 55, 561–566. 10.1016/S0008-6363(02)00334-612160953

[B13] DunckerD. J.BacheR. J. (2008). Regulation of coronary blood flow during exercise. Physiol. Rev. 88, 1009–1086. 10.1152/physrev.00045.200618626066

[B14] DunganK. M.WeiT. Y.NaceJ. D.PoulinM. L.ChiuI. M.LangJ. C.. (2002). Expression and biological effect of urodele fibroblast growth factor 1: relationship to limb regeneration. J. Exp. Zool. 292, 540–554. 10.1002/jez.1007712115937

[B15] EngelF. B.SchebestaM.DuongM. T.LuG.RenS.MadwedJ. B.. (2005). p38 MAP kinase inhibition enables proliferation of adult mammalian cardiomyocytes. Genes Dev. 19, 1175–1187. 10.1101/gad.130670515870258PMC1132004

[B16] FarrellA. P.JohansenJ. A.SteffensenJ. F.MoyesC. D.WestT. G.SuarezR. K. (1990). Effects of exercise training and coronary ablation on swimming performance, heart size, and cardiac enzymes in rainbow trout, *Oncorhynchus mykiss*. Can. J. Zool. 68, 1174–1179. 10.1139/z90-174

[B17] FogliaM. J.PossK. D. (2016). Building and re-building the heart by cardiomyocyte proliferation. Development 143, 729–740. 10.1242/dev.13291026932668PMC4813344

[B18] GamperlA. K. (2004). Cardiac plasticity in fishes: environmental influences and intraspecific differences. J. Exp. Biol. 207, 2539–2550. 10.1242/jeb.0105715201287

[B19] GamperlA. K.TodghamA. E.ParkhouseW. S.DillR.FarrellA. P. (2001). Recovery of trout myocardial function following anoxia: preconditioning in a non-mammalian model. Am. J. Physiol. Regul. Integr. Comp. Physiol. 281, R1755–R1763. 10.1152/ajpregu.2001.281.6.R175511705758

[B20] GemberlingM.KarraR.DicksonA. L.PossK. D. (2015). Nrg1 is an injury-induced cardiomyocyte mitogen for the endogenous heart regeneration program in zebrafish. Elife 4:e05871. 10.7554/eLife.0587125830562PMC4379493

[B21] González-RosaJ. M.Guzmán-MartínezG.MarquesI. J.Sánchez-IranzoH.Jiménez-BorregueroL. J.MercaderN. (2014). Use of echocardiography reveals reestablishment of ventricular pumping efficiency and partial ventricular wall motion recovery upon ventricular cryoinjury in the zebrafish. PLoS ONE 9:e115604. 10.1371/journal.pone.011560425532015PMC4274112

[B22] González-RosaJ. M.MercaderN. (2012). Cryoinjury as a myocardial infarction model for the study of cardiac regeneration in the zebrafish. Nat. Protoc. 7, 782–788. 10.1038/nprot.2012.02522461067

[B23] GoodmanC. A.MayhewD. L.HornbergerT. A. (2011). Recent progress toward understanding the molecular mechanisms that regulate skeletal muscle mass. Cell. Signal. 23, 1896–1906. 10.1016/j.cellsig.2011.07.01321821120PMC3744211

[B24] HinitsY.PanL.WalkerC.DowdJ.MoensC. B.HughesS. M. (2012). Zebrafish Mef2ca and Mef2cb are essential for both first and second heart field cardiomyocyte differentiation. Dev. Biol. 369, 199–210. 10.1016/j.ydbio.2012.06.01922750409PMC3927553

[B25] HuiS. P.ShengD. Z.SugimotoK.Gonzalez-RajalA.NakagawaS.HesselsonD.. (2017). Zebrafish regulatory T cells mediate organ-specific regenerative programs. Dev. Cell 43, 659.e5–672.e5. 10.1016/j.devcel.2017.11.01029257949

[B26] ItoK.MoriokaM.KimuraS.TasakiM.InohayaK.KudoA. (2014). Differential reparative phenotypes between zebrafish and medaka after cardiac injury. Dev. Dyn. 243, 1106–1115. 10.1002/dvdy.2415424947076

[B27] JeanM. J.DeverteuilP.LopezN. H.TapiaJ. D.SchoffstallB. (2012). Adult zebrafish hearts efficiently compensate for excessive forced overload cardiac stress with hyperplastic cardiomegaly. Biores. Open Access 1, 88–91. 10.1089/biores.2012.020123515072PMC3559224

[B28] JiangL.Romero-CarvajalA.HaugJ. S.SeidelC. W.PiotrowskiT. (2014). Gene-expression analysis of hair cell regeneration in the zebrafish lateral line. Proc. Natl. Acad. Sci. U.S.A. 111, E1383–E1392. 10.1073/pnas.140289811124706903PMC3986165

[B29] JoplingC.SuñéG.FaucherreA.FabregatC.Izpisua BelmonteJ. C. (2012a). Hypoxia induces myocardial regeneration in zebrafish. Circulation 126, 3017–3027. 10.1161/CIRCULATIONAHA.112.10788823151342

[B30] JoplingC.SuñèG.MoreraC.Izpisua BelmoteJ. C. (2012b). p38α MAPK regulates myocardial regeneration in zebrafish. Cell Cycle 11, 1195–1201. 10.4161/cc.11.6.1963722391208PMC3679222

[B31] KarraR.KnechtA. K.KikuchiK.PossK. D. (2015). Myocardial NF-κB activation is essential for zebrafish heart regeneration. Proc. Natl. Acad. Sci. U.S.A. 112, 13255–13260. 10.1073/pnas.151120911226472034PMC4629358

[B32] KimY.PhanD.Van RooijE.WangD. Z.McAnallyJ.QiX.. (2008). The MEF2D transcription factor mediates stress-dependent cardiac remodeling in mice. J. Clin. Invest. 118, 124–132. 10.1172/JCI3325518079970PMC2129240

[B33] KimuraW.XiaoF.CansecoD. C.MuralidharS.ThetS.ZhangH. M.. (2015). Hypoxia fate mapping identifies cycling cardiomyocytes in the adult heart. Nature 523, 226–230. 10.1038/nature1458226098368

[B34] LavieC. J.ArenaR.SwiftD. L.JohannsenN. M.SuiX.LeeD.. (2015). Exercise and the cardiovascular system. Circ. Res. 117, 207–219. 10.1161/CIRCRESAHA.117.30520526139859PMC4493772

[B35] LeeI.-M.ShiromaE. J.LobeloF.PuskaP.BlairS. N.KatzmarzykP. T. (2012). Effect of physical inactivity on major non-communicable diseases worldwide: an analysis of burden of disease and life expectancy. Lancet 380, 219–229. 10.1016/S0140-6736(12)61031-922818936PMC3645500

[B36] LeMoineC. M.CraigP. M.DhekneyK.KimJ. J.McClellandG. B. (2010). Temporal and spatial patterns of gene expression in skeletal muscles in response to swim training in adult zebrafish (*Danio rerio*). J. Comp. Physiol. B 180, 151–160. 10.1007/s00360-009-0398-519693513

[B37] LepilinaA.CoonA. N.KikuchiK.HoldwayJ. E.RobertsR. W.BurnsC. G.. (2006). A dynamic epicardial injury response supports progenitor cell activity during zebrafish heart regeneration. Cell 127, 607–619. 10.1016/j.cell.2006.08.05217081981

[B38] LiuY.CaoZ. D.FuS. J.PengJ. L.WangY. X. (2009). The effect of exhaustive chasing training and detraining on swimming performance in juvenile darkbarbel catfish (*Peltebagrus vachelli*). J. Comp. Physiol. B 179, 847–855. 10.1007/s00360-009-0365-119462173

[B39] MailletM.van BerloJ. H.MolkentinJ. D. (2013). Molecular basis of physiological heart growth: fundamental concepts and new players. Nat. Rev. Mol. Cell Biol. 14, 38–48. 10.1038/nrm349523258295PMC4416212

[B40] MakiN.Suetsugu-MakiR.TaruiH.AgataK.Del Rio-TsonisK.TsonisP. A. (2009). Expression of stem cell pluripotency factors during regeneration in newts. Dev. Dyn. 238, 1613–1616. 10.1002/dvdy.2195919384853PMC2749736

[B41] MarongiuE.CrisafulliA. (2014). Cardioprotection acquired through exercise: the role of ischemic preconditioning. Curr. Cardiol. Rev. 10, 336–348. 10.2174/1573403X1066614040411022924720421PMC4101198

[B42] MarquesI. J.LeitoJ. T.SpainkH. P.TesterinkJ.JaspersR. T.WitteF.. (2008). Transcriptome analysis of the response to chronic constant hypoxia in zebrafish hearts. J. Comp. Physiol. B 178, 77–92. 10.1007/s00360-007-0201-417828398PMC2200676

[B43] MaybaumS.IlanM.MogilevskyJ.TzivoniD. (1996). Improvement in ischemic parameters during repeated exercise testing: a possible model for myocardial preconditioning. Am. J. Cardiol. 78, 1087–1091. 10.1016/S0002-9149(96)90057-08914868

[B44] MichaelidesA. P.AndrikopoulosG. K.OikonomouE. V.PsomadakiZ. D.RichterD. J.DilaverisP. E.. (2003). Improved myocardial performance during repetitive exercise testing: the role of extracellular superoxide dismutase activity in a model of exercise-induced myocardial preconditioning. Am. Heart J. 146, 160–167. 10.1016/S0002-8703(03)00115-712851626

[B45] NakadaY.CansecoD. C.ThetS.AbdisalaamS.AsaithambyA.SantosC. X.. (2016). Hypoxia induces heart regeneration in adult mice. Nature 541, 222–227. 10.1038/nature2017327798600

[B46] OuchiN.OhashiK.ShibataR.MuroharaT. (2016). Protective roles of adipocytokines and myokines in cardiovascular disease. Circ. J. 80, 2073–2080. 10.1253/circj.CJ-16-066327581346

[B47] PalstraA. P.RoviraM.Rizo-RocaD.TorrellaJ. R.SpainkH. P.PlanasJ. V. (2014). Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish. BMC Genomics 15:1136. 10.1186/1471-2164-15-113625518849PMC4378002

[B48] PalstraA. P.TudoracheC.RoviraM.BrittijnS. A.BurgerhoutE.van den ThillartG. E.. (2010). Establishing Zebrafish as a novel exercise model: swimming economy, swimming-enhanced growth and muscle growth marker gene expression. PLoS ONE 5:e14483. 10.1371/journal.pone.001448321217817PMC3013094

[B49] PelsterB.SängerA. M.SiegeleM.SchwerteT. (2003). Influence of swim training on cardiac activity, tissue capillarization, and mitochondrial density in muscle tissue of zebrafish larvae. Am. J. Physiol. Regul. Integr. Comp. Physiol. 285, R339–R347. 10.1152/ajpregu.00110.200312855415

[B50] PlattC.HoustisN.RosenzweigA. (2015). Using exercise to measure and modify cardiac function. Cell Metab. 21, 227–236. 10.1016/j.cmet.2015.01.01425651177PMC4317572

[B51] PoppeT. T.BornøG.IversenL.MyklebustE. (2009). Idiopathic cardiac pathology in seawater-farmed rainbow trout, *Oncorhynchus mykiss* (Walbaum). J. Fish Dis. 32, 807–810. 10.1111/j.1365-2761.2009.01060.x19531094

[B52] PuenteB. N.KimuraW.MuralidharS. A.MoonJ.AmatrudaJ. F.PhelpsK. L.. (2014). The oxygen-rich postnatal environment induces cardiomyocyte cell-cycle arrest through DNA damage response. Cell 157, 565–579. 10.1016/j.cell.2014.03.03224766806PMC4104514

[B53] Rovira i BergerM. (2016). Skeletal Muscle and Cardiac Adaptations to Swimming-Induced Exercise in Adult Zebrafish. Ph.D. thesis, University of Barcelona, Barcelona.

[B54] RoviraM.ArreyG.PlanasJ. V. (2017). Exercise-induced hypertrophic and oxidative signaling pathways and myokine expression in fast muscle of adult zebrafish. Front. Physiol. 8:1063. 10.3389/fphys.2017.0106329326600PMC5741866

[B55] SallinP.de Preux CharlesA. S.DuruzV.PfefferliC.JazwinskaA. (2014). A dual epimorphic and compensatory mode of heart regeneration in zebrafish. Dev. Biol. 399, 27–40. 10.1016/j.ydbio.2014.12.00225557620

[B56] SchindlerY. L.GarskeK. M.WangJ.FirulliB. A.FirulliA. B.PossK. D.. (2014). Hand2 elevates cardiomyocyte production during zebrafish heart development and regeneration. Development 141, 3112–3122. 10.1242/dev.10633625038045PMC4197543

[B57] SimoesF. C.PeterkinT.PatientR. (2011). Fgf differentially controls cross-antagonism between cardiac and haemangioblast regulators. Development 138, 3235–3245. 10.1242/dev.05963421750034PMC3133915

[B58] van der MeulenT.SchipperH.van den BoogaartJ. G.HuisingM. O.KranenbargS.van LeeuwenJ. L. (2006). Endurance exercise differentially stimulates heart and axial muscle development in zebrafish (*Danio rerio*). Am. J. Physiol. Regul. Integr. Comp. Physiol. 291, R1040–R1048. 10.1152/ajpregu.00116.200616966387

[B59] VujicA.LerchenmüllerC.WuT. D.GuillermierC.RabolliC. P.GonzalezE.. (2018). Exercise induces new cardiomyocyte generation in the adult mammalian heart. Nat. Commun. 9:1659. 10.1038/s41467-018-04083-129695718PMC5916892

[B60] WangJ.PanakovaD.KikuchiK.HoldwayJ. E.GemberlingM.BurrisJ. S.. (2011). The regenerative capacity of zebrafish reverses cardiac failure caused by genetic cardiomyocyte depletion. Development 138, 3421–3430. 10.1242/dev.06860121752928PMC3143562

[B61] WangY.LiM.DongF.ZhangJ.ZhangF. (2015). Physical exercise-induced protection on ischemic cardiovascular and cerebrovascular diseases. Int. J. Clin. Exp. Med. 8, 19859–19866. 26884896PMC4723741

[B62] WaringC. D.VicinanzaC.PapalamprouA.SmithA. J.PurushothamanS.GoldspinkD. F.. (2014). The adult heart responds to increased workload with physiologic hypertrophy, cardiac stem cell activation, and new myocyte formation. Eur. Heart J. 35, 2722–2731. 10.1093/eurheartj/ehs33823100284PMC4196078

[B63] XiY.GongD.-W.TianZ. (2016). FSTL1 as a potential mediator of exercise-induced cardioprotection in post-Myocardial Infarction Rats. Sci. Rep. 6:32424. 10.1038/srep3242427561749PMC5000295

[B64] XiaoJ.XuT.LiJ.LvD.ChenP.ZhouQ.. (2014). Exercise-induced physiological hypertrophy initiates activation of cardiac progenitor cells. Int. J. Clin. Exp. Pathol. 7, 663–9. 24551287PMC3925911

[B65] YoungP. S.CechJ. JJr (1994). Optimum exercise conditioning velocity for growth, muscular development, and swimming performance in young-of-the-year striped bass (*Morone saxatilis*). Can. J. Fish. Aquat. Sci. 51, 1519–1527. 10.1139/f94-151

[B66] YuanX.BraunT. (2017). Multimodal regulation of cardiac myocyte proliferation. Circ. Res. 121, 293–309. 10.1161/CIRCRESAHA.117.30842828729454

# Supplementary material for: Physiological Responses to Swimming-Induced Exercise in the Adult Zebrafish Regenerating Heart
**Source:** Front Physiol. 2018 Oct 1;9:1362. doi: 10.3389/fphys.2018.01362
**Supplement:** Supplementary file 3

| **Table S3. Primer sequences used for quantitative-real time PCR (qPCR).** | | | |
| --- | --- | --- | --- |
| **Gene** | **Sequence** | **Accession number** | **Amplicon (bp)** |
| ***rps15*** | F TTCAGGAAATTCACCTACAGAGG  R CCTCTGCCTGGCGCTATAC | NM_001001819 | 93 |
| ***rps18*** | F AGATGGGAAATACAGCCAGGT  R CCCCAGAAGTGACGGAGA | NM_173234 | 111 |
| ***rpl11*** | F CTGTTCGAGGAGCCAAGG  R TTGTTCTTTCTCAACTCGTACTCG | NM_001002139 | 76 |
| ***bactin*** | F GATCTTCACTCCCCTTGTTCA  R ATACCGGAGCCGTTGTCA | NM_131031 | 91 |
| ***hif1aa*** | F GGACGGGTTTCTTTTGGTTC  R CACTGTGACCAGTGAGTTCAATC | ENSDART00000044282 | 107 |
| ***hif1ab*** | F TGCAGTGCACCTGTCTCG  R TGGAAGGCTAACATCTTTGGA | ENSDART00000018500 |  |
| ***nppa*** | F AGGACTGCTGCTCCTGGTT  R GGCCTCCTCAAACTGCTG | NM_198800 | 118 |
| ***nrg1*** | F ACCACAGCAAACCTATTCATCA  R TCCTTCTCGCTCTCATTGC | NM_001044911 | 98 |
| ***postnb*** | F GCGTTACCAAGGTCACTCGT  R CCTCACCGAAATCTTCAATGACT | ENSDART00000017098 | 149 |
| ***tgfb1a*** | F CAGAAGATGAAGAAACCTTGGAG  R TGTCTAGCCCTGATATAGTGAAGAG | ENSDART00000060839 | 98 |
| Forward (F) and reverse (R) primer sequences, GeneBank (NM_) or Ensmbl (ENSDART) accession numbers and amplicon length are shown. | | | |

# Supplementary material for: Physiological Responses to Swimming-Induced Exercise in the Adult Zebrafish Regenerating Heart
**Source:** Front Physiol. 2018 Oct 1;9:1362. doi: 10.3389/fphys.2018.01362
**Supplement:** Supplementary file 5

# SUPPLEMENTARY FIGURES

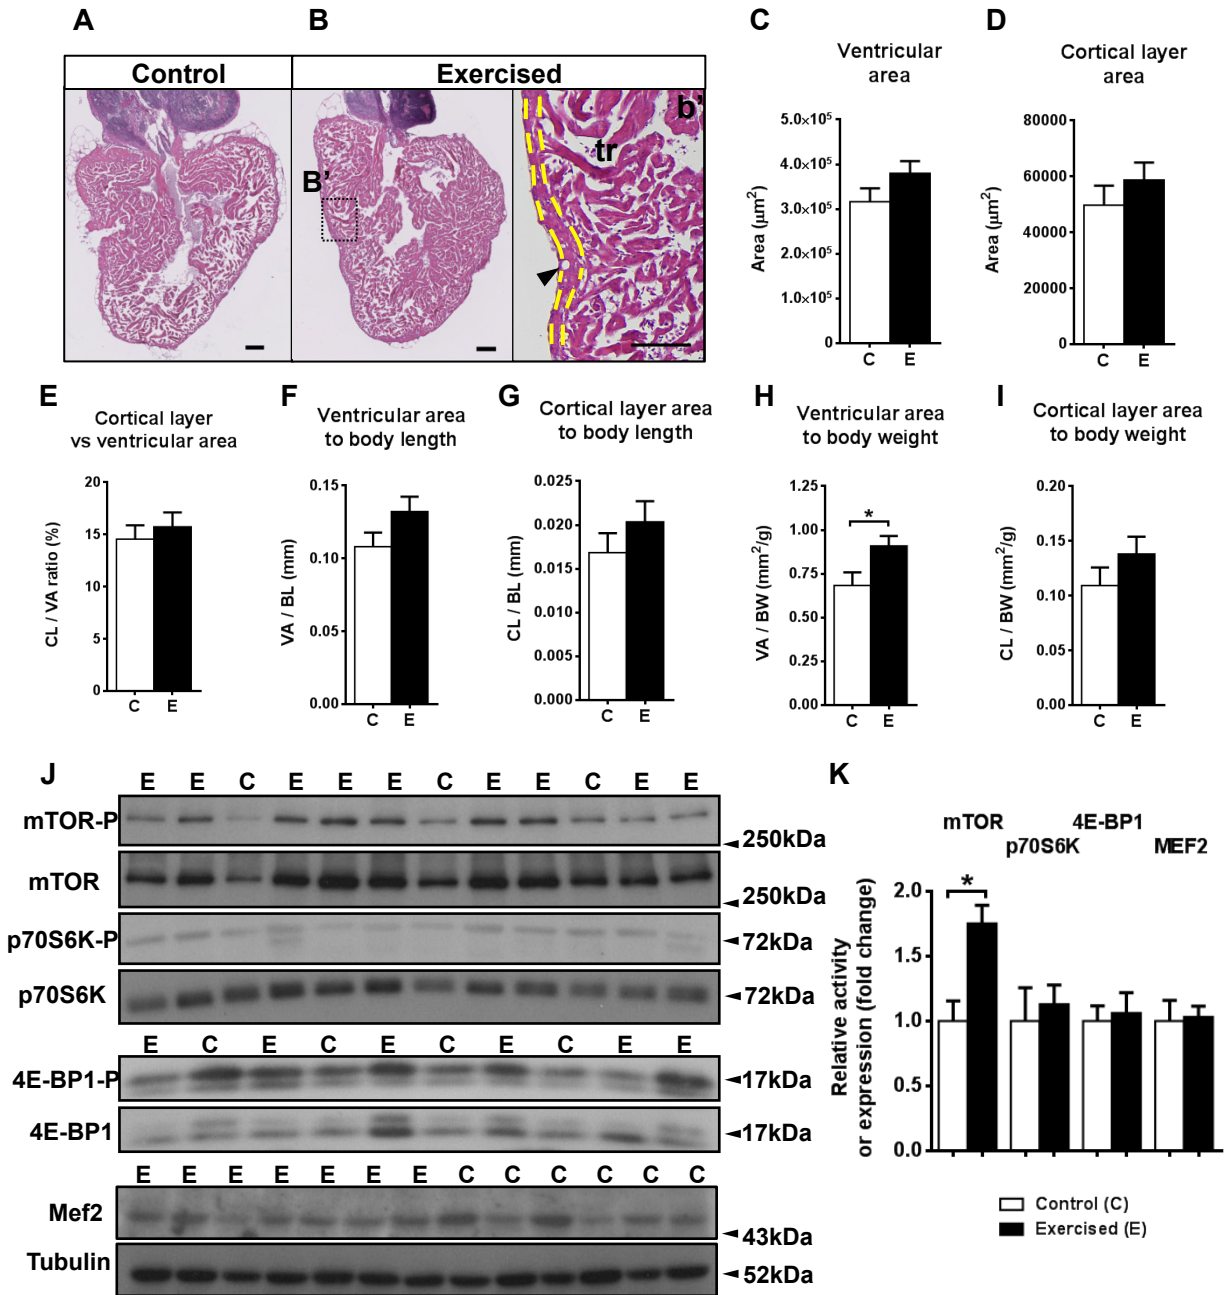

**Supplementary Figure S1. Ventricular hypertrophic responses to swimming-induced exercise in healthy adult zebrafish.** (A-B) Representative hematoxylin- and eosin-stained sections from control and exercised hearts used for quantification. (B') Zoomed area boxed in b. Yellow lines delineate the cortical myocardium. Arrowhead points to a coronary vessel in the ventricular wall. tr, trabecular myocardium. Scale bars represent 100  $\mu$ m. (C) Quantification of the ventricular area (VA). (D) Quantification of cortical layer area (CL). (E) Ratio of CL/VA. (C, n=6; E, n=6; 12-20 sections per heart). (F-G) Ratio of VA and CL to body length (BL). (H-I) Ratio of VA and CL to body weight (BW). (J) Representative SDS-PAGE of mTOR pathway represented by mTOR, its downstream kinase p70S6K (E, n=9; C, n=3), the translation repressor protein 4E-BP1 (E, n=12; C, n=6) and the MEF2 transcription factor (E, n=7; C, n=6). Arrowheads indicate the molecular weight marker. (K) Quantification by densitometry of Western blots. Activity levels of mTOR (P=0.017) and p70S6K and phosphorylation status of 4E-BP1 represent the levels of the phosphorylated form (P) relative to the total form. MEF2 protein expression levels are shown relative to tubulin. Full-length blots are presented in Supplementary Figure S7. Data are expressed as fold change relative to the control group. \*P<0.05 (Mann-Whitney test). Exercised (E) and Control (C) group. Bars represent the mean  $\pm$  SEM.

**A**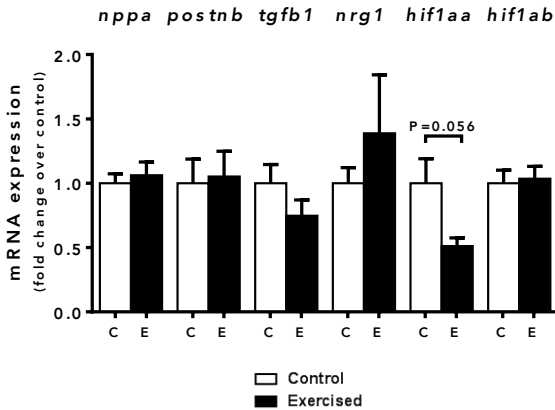**B**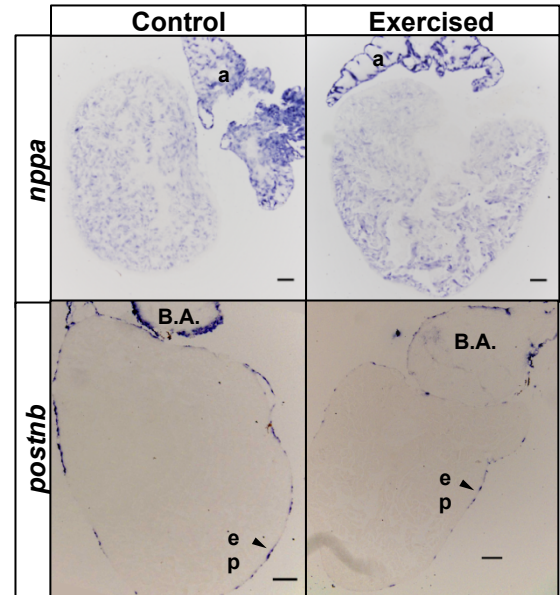

**Supplementary Figure S2. Cardiac marker gene expression in exercised adult zebrafish.** (A) mRNA expression levels of *nppa* (natriuretic peptide A), a marker for cardiac stress; *postnb* (periostin-b), a fibroblast marker expressed after cardiac injury; *tgfb1* (transforming growth factor beta 1), a growth factor that has also been related with fibrosis; *nrg1* (neuregulin), a growth factor known to induce cardiomyocyte hyperplasia; and *hif1aa* and *hif1ab* (hypoxia-inducible factor 1 alpha), also known to induce cardiomyocyte proliferation, in exercised (E) over non-exercised (C) adult zebrafish pooled ventricles (n=2) after 4 weeks (20 days) of training. Data are expressed as fold induction above the control group, which was set to 1. Bars represent the mean  $\pm$  SEM (E, n=5; C, n=5). (B) In situ hybridization of *nppa* and *postnb* in hearts from exercised and non-exercised zebrafish. No differences in mRNA localization were observed between the groups. Note that *nppa* is usually highly expressed in the atrium (a) (González-Rosa JM, et al. 2014) and that *postnb* has a weak expression in adult healthy hearts in the epicardium (ep, arrowheads) and bulbus arteriosus (B.A.) (Ito et al. 2014). Scale bars represent 100  $\mu$ m. Descriptions of the methods used for quantitative real time PCR and in situ hybridization can be found in Supplementary Methods.

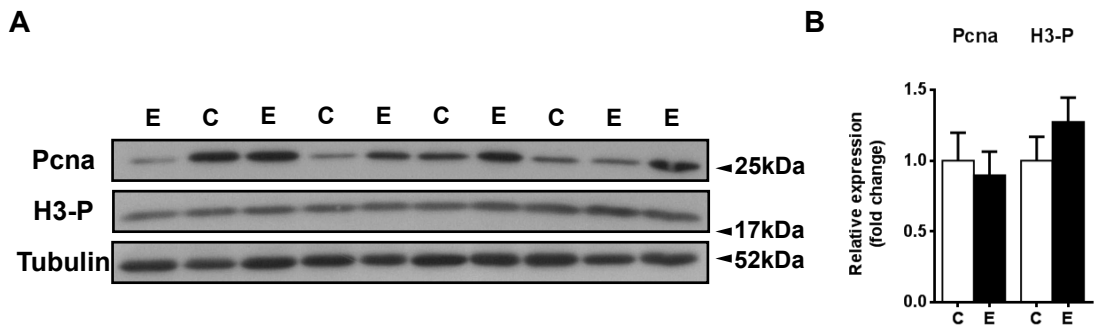

**Supplementary Figure S3. Protein expression levels of cell proliferation markers in individual ventricles in response to swimming-induced exercise.** (A) Representative SDS-PAGE of cell proliferation markers proliferating cell nuclear antigen (Pcna) and phosphorylated histone 3 (H3-P) (E, n=12; C, n=6). Arrowheads indicate the molecular weight marker. (B) Quantification by densitometry of Western blots shown in (a). Protein expression levels of Pcna and H3-P were analyzed relative to tubulin. Full-length blots are presented in Supplementary Figure S8. Data are expressed as fold change relative to the control group. Exercised (E) and Control (C) group. Bars represent the mean  $\pm$  SEM.

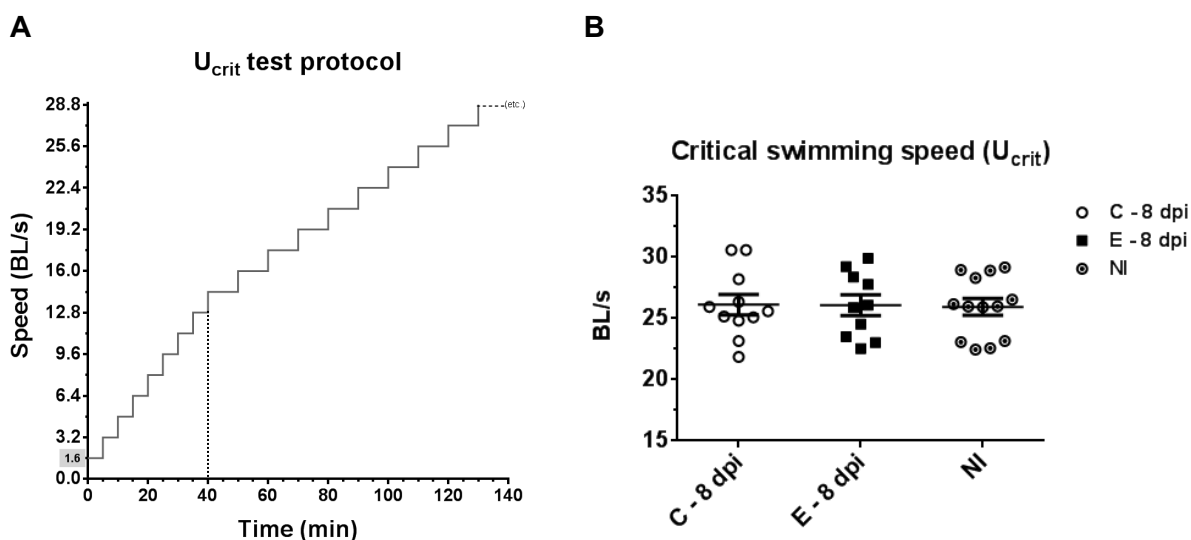

**Supplementary Figure S4. Critical swimming performance (U<sub>crit</sub>) test at 8 dpi in exercised and non-exercised zebrafish. (A)** Ramp-U<sub>crit</sub> test protocol. Speed increment was of 1.6 BL/s for each step. Vertical dotted line indicates the end of the first seven initial 5 min step increments and the beginning of the following 10 min step increments that continued until fish fatigued. **(B)** Critical swimming speed of non-exercised (C), exercised (E) and non-injured (NI) zebrafish, that were included as reference. No statistically significant differences were found (one-way ANOVA followed by Tukey's post-hoc test). E, n=10; C, n=11; NI, n=13. Bars represent the mean  $\pm$  SEM. BL/s, body lengths per second; dpi, days post-injury. Descriptions of the methods used for determining the critical swimming speed can be found in Supplementary Methods.

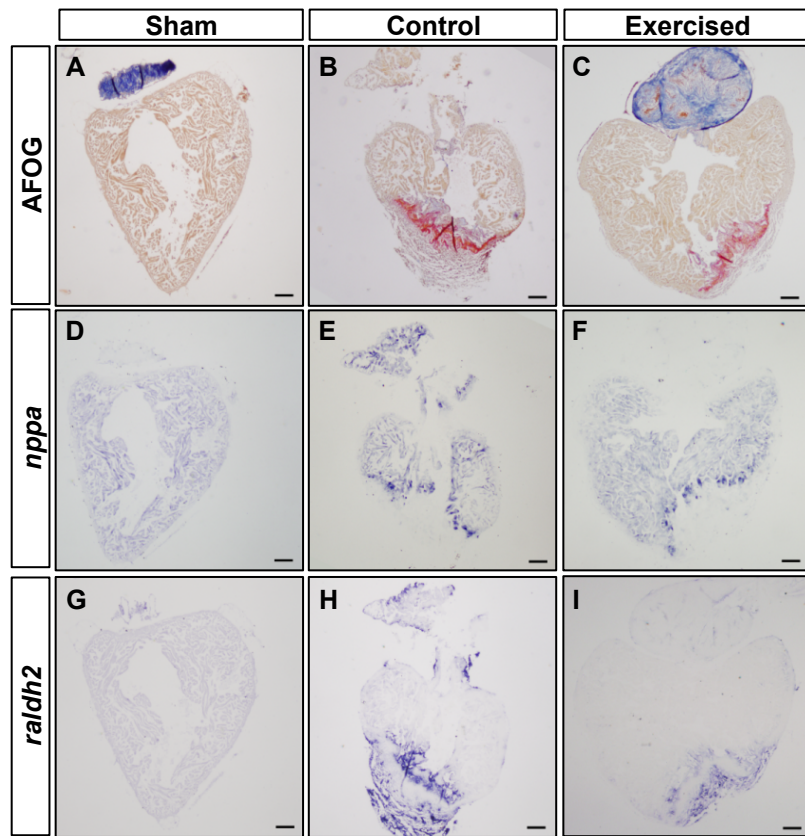

**Supplementary Figure S5. Cryolesioned area at 7 dpi shown by AFOG staining and localization of mRNA expression of two known injury-response genes expressed at the injury area in hearts from injured exercised (C, F, I), non-exercised (B, E, H) and sham zebrafish (A, D, G). (A-C) AFOG staining of consecutive sections of the same hearts shown in D-I. (D-F) In situ hybridization of *nppa*. (G-I) In situ hybridization of *raldh2*. Scales bar represent 100  $\mu$ m. *nppa*, atrial natriuretic peptide ; *raldh2*, retinaldehyde dehydrogenase 2.**

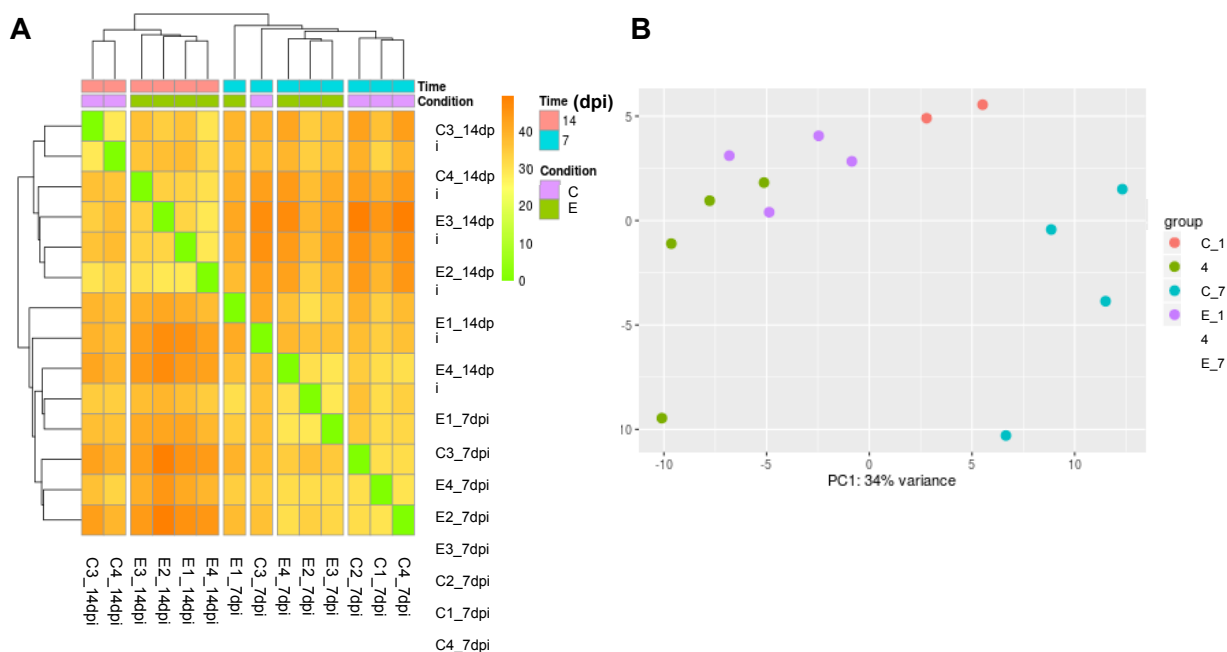

**Supplementary Figure S6. Transcriptomic analysis of ventricles from exercised and non-exercised zebrafish: sample distances and distribution.** (A) Sample distance matrix shows that samples are correctly clustered by time (7 and 14 dpi) and condition (exercised (E) or non-exercised (C)). Colors represent lower (green) to higher (orange) distance between samples. Sample condition and time are shown as annotation columns over the sample distance matrix. (B) Sample dependent principal component 1 (PC1) of log2 transformed expression values is plotted against PC2, x and y axis, respectively. Sample groups are represented by colors. In the PC analysis (PCA), PC1 reflects the effect of time, grouping 14 dpi to the right and 7 dpi to the left. dpi, days post-injury.

**A. mTOR-phospho and p70S6K-phospho**

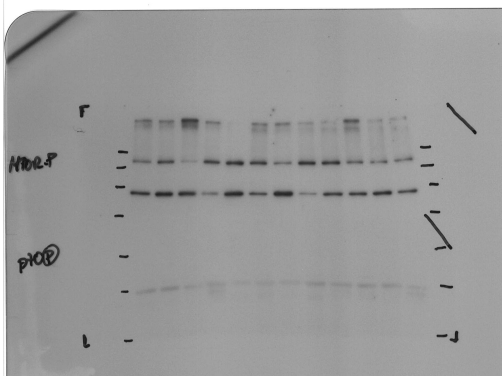

**B. mTOR-total and p70S6K-total**

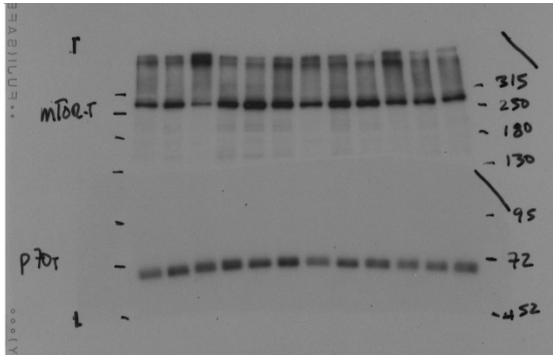

**C. 4-EBP-1 phospho**

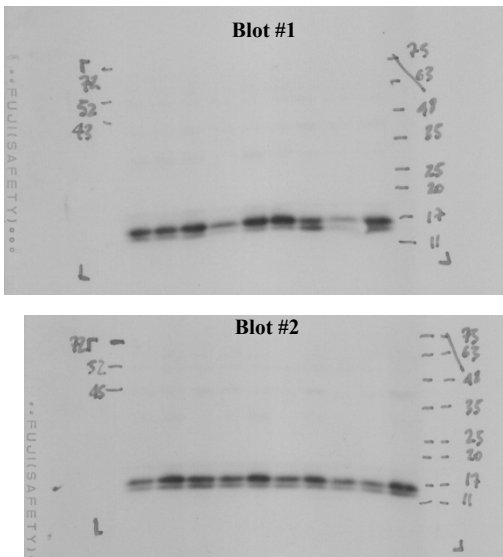

**D. 4-EBP-1 total**

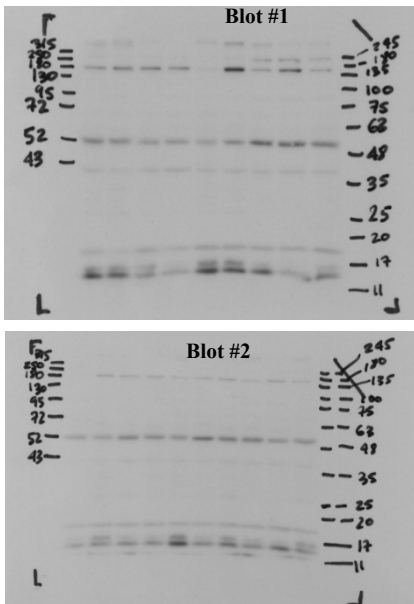

**E. MEF2**

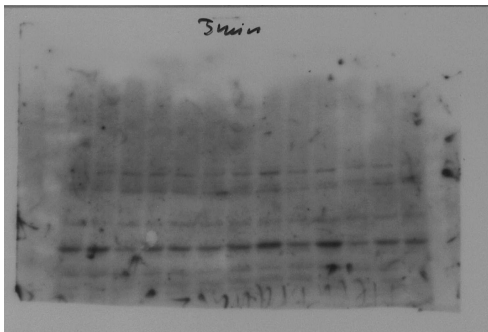

**F. Tubulin**

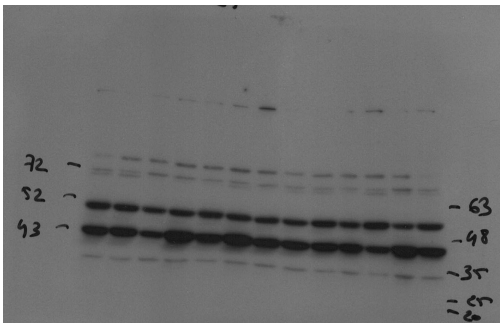

**Supplementary Figure S7.** Full-length blots of cropped blots shown in Figure S1. (A) mTOR-phospho (top) and p70S6K-phospho (bottom). (B) mTOR-total (top) and p70S6K-total (bottom). (C) 4-EBP-1-phospho: blot #1 (top), blot # 2 (bottom). (D) 4-EBP-1-total: blot # 1 (top), blot # 2 (bottom). (E) MEF2. (F) Tubulin.

**A. p38-MAPK-phospho**

**B. p38-MAPK-total**

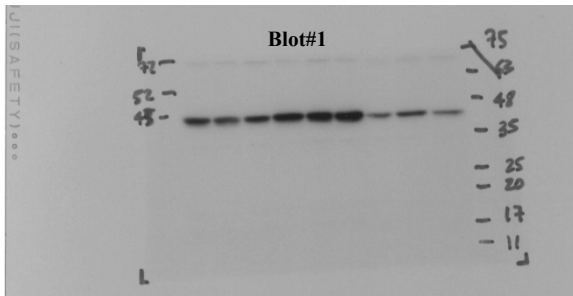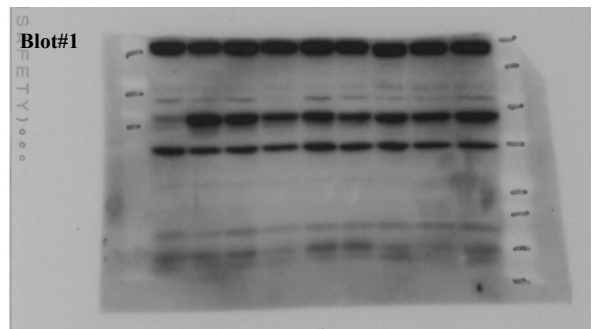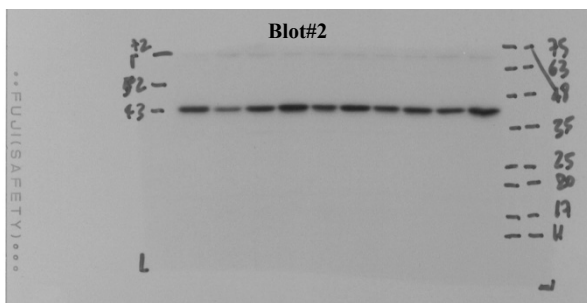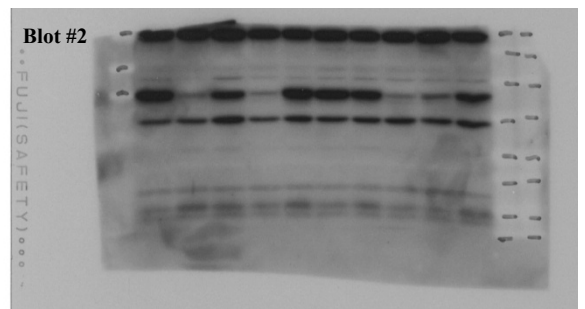

**Supplementary Figure S8.** Full-length blots of cropped blots shown in Figure 1. **(A)** p38-MAPK-phospho: blot #1 (top), blot # 2 (bottom). **(B)** p38-MAPK-total: blot # 1 (top), blot # 2 (bottom).

# Supplementary material for: Physiological Responses to Swimming-Induced Exercise in the Adult Zebrafish Regenerating Heart
**Source:** Front Physiol. 2018 Oct 1;9:1362. doi: 10.3389/fphys.2018.01362
**Supplement:** Supplementary file 6

**SUPPLEMENTARY METHODS**

**Sustained swimming performance test (U_crit_)**

Swimming performance was assessed in three different experimental groups: 8 dpi exercised injured fish (E; 2.78 ± 0.05 cm BL), 8 dpi non-exercised injured fish (C; 2.70 ± 0.05 cm BL) and non-injured fish (NI; 2.94 ± 0.03 cm BL). Exercised fish were induced to swim during 5 days (from 3 dpi to 7 dpi) at their optimal swimming speed (U_opt_) (Palstra et al., 2010), non-exercised fish were kept in the swim tunel at resting conditions and allowed to regenerate for 5 days; and non-injured fish were kept in the swim tunel at resting conditions for 5 days. The latter group of fish was included as a control reference for the swimming test. The swim test was assessed the next day and fish were fed 4 hours before the test. Critical swimming speed (U_crit_) was determined group-wise and the swim tunnel lid was kept loose in order to remove individual fish easily after fatigue. We considered that this modification may alter flow conditions and, consequently, the obtained U_crit_ absolute values may differ from the real U_crit_ value but since experimental conditions were the same for the three experimental group of fish, we examined the relative changes in U_crit_ between the experimental groups. A ramp-U_crit_ test was performed following previous published studies (Tierney, 2011). Speed was increased 1.6 BL/s every 5 min during the initial seven steps and every 10 min during the following steps until fish fatigued (**Supplementary Figure S4A**). U_crit_ was calculated as previously described and expressed in body lengths per second (BL/s) (Palstra et al., 2010).

**Quantitative real-time PCR**

Total RNA from exercised and non-exercised ventricles after four experimental weeks was obtained from pools of two ventricles, isolated and homogenized in 150 µl of QIAzolLysis Reagent processed with the miRNeasy MicroKit (Qiagen). One microgram of RNA or 500 ng of RNA was used for four experimental week ventricles or validation of RNA-sequencing data using the same samples than in the analysis, respectively. RNA was treated with DNAse I Amplification Grade (Life Technologies) to remove any contaminating genomic DNA and reverse transcribed using the Transcriptor First Strand cDNA Synthesis Kit (Roche) as specified by the manufacturer. Reactions were run in a CFX384™ Real-Time System (Bio-Rad) under the following thermal cycling conditions: 3 min at 95 °C and 40 cycles of 10 s at 95 °C, 30 s at the corresponding annealing temperature and a final melting curve of 81 cycles from 55 to 95 °C (0.5 °C increase every 30 s) to analyze the specificity of the reaction and absence of primer dimers. The reactions (5 µl) contained 2.5 μL of iQ SYBR Green Supermix (Bio-Rad), 500 nM of forward and reverse primers and 1 μL of cDNA for each sample (diluted 1:5) and followed the requirements of the MIQE guidelines. All PCR reactions were run in triplicate. Primer efficiency was calculated by analyzing serial dilutions of cDNA samples and was higher than 90%. The expression level of each gene was normalized to the two or three most stable reference genes tested, *rps15*, *rps18*, *rpl11* and *bactin*. (M-value < 0.5) and quantified using CFX384 software (modified (Pfaffl, 2001)). Primer sequences were designed using PerlPrimer Software or Roche Universal Probe Library Assay Design Center. Primer sequences, amplicon sizes and accession numbers are listed in **Supplementary Table S3.**

**In situ hybridization**

In situ hybridization was performed according to published studies (González-Rosa et al., 2014). Briefly, paraffin slides were dewaxed in xylene and rehydrated by a series of graded alcohols, permeabilized with proteinase K (10 µg/ml), fixed in 4%PFA/PBS and acetylated with 0.1M triethanolamine (pH8) and 0.25% acetic anhydride. After blocking for at least 2h in hybridization buffer, slides were hybridized overnight at 65ºC with hybridization buffer containing the probe. Slides were washed with hybridization buffer, MABT1X, and blocked for 2h at room temperature with blocking solution (10% blocking reagent, Roche with 20% sheep serum). Anti-DIG AP antibody (Roche) was incubated at 4ºC overnight and developed using BM-purple substrate (Roche). Slides were fixed in 4%PFA/PBS, dehydrated and mounted in DPX (Sharlau). Digoxigenin-labeled antisense RNA probes were synthesized with T7 or SP6 RNA polymerase (Ambion) after plasmid linearization. The cRNA products were precipitated with 4M LiCl and resuspended in DEPC water. RNA probes were quantified using Nanodrop2000 (Thermo Scientific) and integrity was confirmed by agarose gel electrophoresis.

**References**

González-Rosa, J. M., Guzmán-Martínez, G., Marques, I. J., Sánchez-Iranzo, H., Jiménez-Borreguero, L. J., and Mercader, N. (2014). Use of echocardiography reveals reestablishment of ventricular pumping efficiency and partial ventricular wall motion recovery upon ventricular cryoinjury in the zebrafish. *PLoS One* 9, e115604. doi:10.1371/journal.pone.0115604.

Palstra, A. P., Tudorache, C., Rovira, M., Brittijn, S. A., Burgerhout, E., van den Thillart, G. E. E. J. M., et al. (2010). Establishing Zebrafish as a Novel Exercise Model: Swimming Economy, Swimming-Enhanced Growth and Muscle Growth Marker Gene Expression. *PLoS One* 5, e14483. doi:10.1371/journal.pone.0014483.

Pfaffl, M. W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res.* 29, e45. Available at: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=55695&tool=pmcentrez&rendertype=abstract.

Tierney, K. B. (2011). Swimming performance assessment in fishes. *J. Vis. Exp.* doi:10.3791/2572.

How the deposited data were processed for this re-analysis (not part of the article)

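RNA was extracted by the authors from pooled ventricles of cryoinjured zebrafish, exercised or non-exercised, at 7 and 14 dpi, sequenced on an Illumina instrument and aligned to the zebrafish genome GRCz10. The series holds 24 samples, 16 of them cryoinjured and 8 sham-operated, and 14 of the cryoinjured samples are drawn in the paper's figures. The sham-operated samples were not analysed here.

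The values used are those of the authors' deposited table of comparisons. Its columns, in a table separated by semicolons, carry the names that DESeq2 writes, and the model formula, the samples that entered it, the aligner and the counting method are not named in the paper's text. The authors' deposited mean counts are means of normalized read counts over the modelled samples. The authors' deposited log2 fold changes and standard errors are on the log2 scale, and the deposited statistic is the Wald statistic. The authors' deposited p-values are two-sided Wald p-values, and the deposited adjusted p-values are their Benjamini-Hochberg adjustment over the 16384 genes past a filter on mean count. The authors' deposited fold changes at 7 and 14 dpi are signed linear ratios of exercised to non-exercised, a decrease being written as minus the inverse ratio. These values, of a kind other than counts per sample in the deposited table, were checked by recomputing the statistic, the p-value and the adjusted p-value. The table has 0 columns of per-sample values, so the depth and the spread of each sample are unknown.

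The tests planned on counts per sample could not be run: the joint test of both time points, the contrasts at each time point, the interaction of time and exercise, the contrasts between time points, the contrasts with sham-operated fish, the principal components and the other splits of the samples. In their place, the authors' calls were counted and the adjustments were recomputed from the deposited statistic. The log2 fold change follows the deposited fold change at 14 dpi, with a regression coefficient of 0.937 against -0.00668 for the fold change at 7 dpi, so each adjusted p-value was taken as that of the contrast at 14 dpi. Genes were called with an adjusted p-value below 0.1 and a fold change above 1.2 at 7 or 14 dpi, the thresholds of the paper's methods. Confidence intervals at the 95% level were computed from the deposited standard errors. The size of each fold change at 7 dpi was ranked among the 500 genes nearest in mean count.

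The genes named are every gene the paper names in its RNA-seq results and the 5 largest rises and 5 largest falls at 14 dpi among the called genes. The part of that rule that asks for the same direction in every replicate could not be applied. Paralogs of named genes were added where the paper's symbol has more than one zebrafish copy, and fkbp5 was chosen after its values were seen.

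Lists of genes were compared with 10000 random lists in which each gene was replaced by a gene within 100 ranks on either side in mean count, two-sided, a permutation test over genes whose p is given as the gene permutation p. The genes of a list are regulated together, so that these p-values place a list among random lists and are not a test across fish. Gene order and gene spans were taken from the reference GRCz12tu, in which 13429 of the tested genes (82.0%) were matched by name. Neighbouring genes are those that follow each other among these matched genes, so other genes may lie between them. Pairs of called neighbours and gene spans were compared with 1000 permutations of the calls within bins of 200 genes of similar mean count. The alternatives were a stricter adjusted p-value, other filters on fold change and mean count, direction at 7 dpi, adjustment over every gene with a p-value, division of the statistic by its robust spread, and centring on the median gene or on the expression-weighted mean.

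The steps were tested on simulated data. Of 200 changed genes, 77.5% were called, and 6.06% of 165 calls were genes without a change. Of 1000 unshifted lists, 5.4% had a p-value under 0.05, and 100% of shifted lists did. The simulated statistics were standard normal and independent between genes, and the lists were random genes. These rates need not hold for the deposited statistics, whose robust spread was 1.17, or for lists of genes regulated together. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.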

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

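The lists of cell cycle, clock, hypoxia, immediate early, haemoglobin and sarcomere genes and their comparison with random lists at both time points were set before the data were examined, but what each outcome would mean was written down for the cell cycle, clock and hypoxia lists after it was seen. The paper's enriched terms from these same data already include response to hypoxia and regulation of circadian rhythm. The hypoxia and clock lists are therefore no independent test. All tests on the abundant genes, and the tests of scaling, of a common shift, of blood and of heart muscle as explanations of the cell cycle result, were chosen only after the result was seen.

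Among the called genes with a mean count above 10000, 3 genes that the paper does not discuss had a log2 fold change below -1 at 14 dpi in the authors' deposited table: si:dkey-153m14.1 with -3.85, a zgc clone gene (ENSDARG00000089382) with -3.70 and fkbp5 with -1.24. The fkbp5 gene was chosen after its values were seen. Together they hold 1.53% of all normalized counts, a mean over the modelled samples. Their share in the non-exercised ventricles at 14 dpi, where they were higher, is unknown without values per sample. Whether the counts they take explain changes elsewhere can therefore not be decided. Without them, the expression-weighted mean log2 fold change was -0.05 instead of -0.10. Of 11 structural RNA and histone genes in the authors' deposited table, 2 were called, Metazoa_SRP with a log2 fold change of -4.24 and rn7sk with -2.18. With both included, the median statistic of the 11 genes was -1.20 (gene permutation p = 0.0019, unadjusted), with 8 genes below 0. Without these 2 the median of the other 9 was -0.15 (gene permutation p = 0.571). The list was drawn up after the falls were seen, so that the first comparison includes genes that had been seen to fall and the second leaves them out. Neither decides, and the falls of the clone genes, whose own RNA type was not tested, cannot be told apart from different carry-over of structural RNA between libraries. A list of 16 glucocorticoid response genes, which was prompted by the falls of fkbp5, pck1 and ddit4 and leaves them out, had a median statistic of -0.95 at 14 dpi, with 11 genes below 0. Its gene permutation p of 0.0405 is unadjusted among more than 24 list tests, and 0 of its genes were called. At 7 dpi its median log2 fold change was -0.31 (gene permutation p = 0.0002, unadjusted), whereas fkbp5 itself had -0.10 at 7 dpi in the authors' deposited table, larger in size than the changes of 41% of genes of similar mean count. The pck1 and ddit4 genes had -1.78 and -0.78 at 7 dpi, larger in size than the changes of 98.2% and 98.6% of such genes. A lower glucocorticoid response with exercise may contribute to the fall of fkbp5 at 14 dpi, as a hypothesis found and tested on the same data, and it was not tested for the clone genes. Among the tested genes matched by name to the reference GRCz12tu, the fkbp5 gene also follows rab44, another called gene that fell. A difference in haplotype between the pools therefore remains possible for fkbp5. Reads shared between copies of the clone genes were not tested.

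Cell cycle genes, which the paper does not discuss as a group, were lower in exercised ventricles at 14 dpi. Of 52 genes, 46 had a negative statistic, with a median of -1.16 against 0.05 in random lists (gene permutation p = 0.0001, the smallest the random lists can give, and 0.00048 with Benjamini-Hochberg adjustment over 24 list tests), and a median log2 fold change of -0.36. None was called: 0 had an adjusted p-value below 0.1, and 5 had an unadjusted p under 0.05. A scaling that moves all genes of similar mean count alike moves the random lists as much as the list, so it does not produce the gap between them. Centred on the median gene the median statistic was -1.18 against 0.02 in random lists, and centred on the expression-weighted mean it was -0.86 against 0.51, but these centrings are no further test of scaling, since they move both. The median log2 fold change after that centring was -0.26, which follows from the deposited value and the shift of -0.10 and is no test either. The haemoglobin and erythroid list had a median of 0.0792 (gene permutation p = 0.565). The sarcomere list had 0.17 (gene permutation p = 0.197), and neither lay outside random lists. Their genes went both ways, 8 above and 5 below 0 in the haemoglobin list and 12 and 10 in the sarcomere list. These medians therefore show no common direction and do not exclude a change in blood content or in the share of heart muscle. The genes of the list are regulated together and no values per sample were used, so the direction in each pool is unknown. A lower share of dividing cells in exercised ventricles at 14 dpi is a hypothesis that these values do not measure. For cardiomyocytes the paper's own labelling goes the other way. With EdU, it found more proliferating cardiomyocytes in exercised ventricles a day later, and no significant difference in other cells. RNA of whole ventricles does not separate these cell types. Counts per sample may show whether the list is lower in each pool.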

How the results depend on the processing

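The count of called genes, 511, stayed between 376 and 523 with an adjusted p-value below 0.05, no fold filter, a fold change above 1.5, a mean count above the median of 109.7, adjustment over every gene with a p-value or centring on the median gene, and was 609 with centring on the expression-weighted mean. All centrings, the adjustment over every gene with a p-value, the division by the robust spread and all settings of the gene lists were chosen after seeing the data. Dividing the statistic by its robust spread left 202 genes, 63 higher and 139 lower. Among genes with a mean count above the median, 97 were higher. Centring on the expression-weighted mean shifts all log2 fold changes by 0.10, against 0.01 for the median gene, and gave 393 higher and 216 lower genes, so the majority direction depended on this choice. The centre itself depends on 3 abundant falling genes: without them the shift was 0.05, and 495 genes were called, 234 higher and 261 lower. The cause of these changes was not tested. With direction taken at 7 dpi, 171 were higher and 340 lower.

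For list tests, direction is that of the list against random lists of similar mean count. The cell cycle and hypoxia lists kept their direction and a p under 0.05 under all 4 alternatives. The clock list, with a median statistic of -0.60 (gene permutation p = 0.0104, 0.0192 with Benjamini-Hochberg adjustment), had gene permutation p-values of 0.0093 and 0.0004 with the centrings and 0.0002 with the deposited fold change, and a median statistic of -0.24 (gene permutation p = 0.536) among genes with a mean count above the median. Of the lists whose median statistic at 14 dpi lay within random lists, some reversed against them: the haemoglobin list with 0.26 and the immediate early list with 0.25 after centring on the expression-weighted mean, and the immediate early list with a median log2 fold change of -0.0675 when the deposited fold change was used. The cause was not tested.

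Of the 43 genes the paper names, 10 had an adjusted p-value above 0.05, 2 lost their call with adjustment over every gene with a p-value, 7 with centring on the expression-weighted mean and 20 with division by the robust spread. These settings cannot reverse changes of such size.

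No paired analysis was possible because the file used has no values per sample, so the replicate number could not enter a fit. For the same reason the following alternatives, chosen in advance, were not run: another tool, another normalization, other filters on counts, a replicate block, leaving out each replicate, all 16 cryoinjured samples, other groups in the fit, pseudocounts, the average effect over both time points, other choices for the principal components, and library size normalization for the gene lists.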

Differences from the paper's values

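With the thresholds of the paper's methods, each count the paper gives for the DEGs was within 1.5 times the count made here. Among genes with a mean count above the median, an alternative set before the data were examined, 97 genes were higher. The paper's count of 174 up-regulated genes lies outside that range of this alternative. These 97 genes are a part of the 174 called higher without the filter on mean count. The lower number follows from that filter and is no disagreement with the paper. With the adjusted p-value and the fold filter, 511 genes were called against the paper's 512, and 59 genes of cluster 2 against the paper's 60. Without the fold filter, an alternative set before the data were examined, the count was 512. The difference is arpc1a, whose fold change did not pass 1.2 at 7 or 14 dpi. Genes with a clone or project name and no description numbered 57 against the paper's 60 unknown or non-described genes, and those with a clone or project name alone numbered 63.

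The paper states that exercise induced klf17, rarga, fgf1a and midn. In the authors' deposited table their log2 fold changes at 14 dpi are -1.43, -0.96, -0.86 and -1.44, lower in exercised ventricles. The paper gives a later day for the rise of cited4b than 14 dpi, the later of the sequenced time points, and its log2 fold change of 0.87 is that at 14 dpi.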

Other observations

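The tests of direction at 7 dpi, of scaling and of fold changes from few reads were chosen only after the result was seen, and the tests of gene length, neighbouring genes and clock phase after the pattern but before their own result.

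The called genes kept their direction at 7 dpi more often than genes that were not called. The share was 78.1%, against a median of 55.7% and at most 63.9% in 10000 random lists matched on mean count and on direction at 14 dpi, and 0 of the 10000 lists reached it. The expression level of the called genes therefore does not account for the share. The called genes may be regulated together, and a programme that differed by chance between the pools at 7 dpi would give a high share as well, so the pattern cannot be told apart from no exercise effect at 7 dpi.

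More genes fell than rose at 14 dpi, 65.9% of those called. After centring on the median gene the share was 66.9%, and after centring on the expression-weighted mean 35.5%, and after that centring without the 3 abundant falling genes 52.7%. A centre below 0 moves the balance toward rises by construction, so these centrings show that the share depends on the centre and do not decide whether scaling explains it. The excess of falling genes cannot be told apart from the scaling of the libraries. The median gene span was 21927 base pairs for falling genes, against 21129 in permutations (p = 0.695, permutation test). For rising genes it was 17860, against 20154.5 (p = 0.333, permutation test). Neither group differed from its permutations, and falling genes were not compared directly with rising genes.

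Among the tested genes matched by name to the reference GRCz12tu, 14 pairs of successive genes were called in the same direction. The median in permutations was 8 (permutation p = 0.04, one-sided and unadjusted). Haplotype or copy number differences between the pools may explain part of such calls, as may shared regulation of neighbours, which was not tested.

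Clock genes changed more than random lists, with a mean absolute statistic of 1.79 (gene permutation p = 0.0001, the smallest the random lists can give) and 9 of 47 genes called. Of the called genes 2 rose, nfil3-2 and rorca, and 7 fell, among them per2, nr1d2a, bhlhe41 and cry1ab, names chosen after their values were seen. A shift of the clock phase predicts opposite directions of its limbs. The median statistic was -0.64 for the negative limb and its outputs (gene permutation p = 0.0506) and -1.02 for the positive limb (p = 0.0592). Both limbs fell, with 10 of 15 and 5 of 6 genes below 0, which is not the opposite movement that a shift of the clock phase predicts. Neither limb lay outside random lists, so the shift is not excluded, and the hour of sampling was not tested. Since the paper's terms already include regulation of circadian rhythm, the clock list is no independent test.

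Hypoxia response genes had a median statistic of -1.09 at 14 dpi (gene permutation p = 0.0014, 0.0042 with Benjamini-Hochberg adjustment), with 24 of 31 genes below 0, which is outside random lists. At 7 dpi their median log2 fold change was -0.23. No technical explanation was tested for this list, since the centrings move the random lists as well. The paper already reports enrichment of response to oxygen levels in these same data, so the hypoxia list is no independent test.

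Cell cycle genes had a median log2 fold change of 0.26 at 7 dpi (gene permutation p = 0.0001, the smallest the random lists can give), outside random lists, with 45 genes above 0, the opposite direction to 14 dpi. The difference between the time points was not tested. The haemoglobin and erythroid list was also higher at 7 dpi, with a median log2 fold change of 0.18 (gene permutation p = 0.0269, 0.043 with Benjamini-Hochberg adjustment) and a mean absolute log2 fold change of 0.44 (0.00507 adjusted), so blood content was not excluded at 7 dpi.

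Immediate early genes changed more than random lists without a common direction at 14 dpi, with a mean absolute statistic of 1.66 against 1.08 (gene permutation p = 0.0028, 0.006 with Benjamini-Hochberg adjustment) and 6 of 30 genes called. At 7 dpi their mean absolute log2 fold change was 0.43 (gene permutation p = 0.0002). Of the 24 list tests, 15 had an adjusted p under 0.05.

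For the genes with the lowest mean counts, the group that holds their reads can only be inferred from the sign of the log2 fold change. Of those inferred to have reads in the non-exercised group at 14 dpi, 2 of 2 have a fold change listed at 14 dpi, against 0 of 6 inferred for the exercised group at 14 dpi and 0 of 4 for 7 dpi (Fisher's exact test of the groups at 14 dpi, p = 0.0357). With 8 genes and an inferred group, medians over 2 non-exercised libraries at 14 dpi remain a hypothesis.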
